# Steroid hormone antagonism affords vascular protection in a mouse model of vascular Ehlers-Danlos syndrome

**DOI:** 10.1172/jci.insight.198202

**Published:** 2026-04-28

**Authors:** Emily E. Juzwiak, Caitlin J. Bowen, Rhiannon Edwards, Leda Restrepo, Serena Lee, Cassie A. Parks, Anthony Zeng, Maya M. Black, Oscar E. Reyes Gaido, Emily E. Bramel, Dustin T. Shigaki, Michael A. Beer, Chiara Bellini, Harry C. Dietz, Elena Gallo MacFarlane

**Keywords:** Cell biology, Vascular biology, Extracellular matrix, Genetic diseases, Sex hormones

## Abstract

Aortic dissection or rupture is a leading cause of mortality in vascular Ehlers-Danlos syndrome (VEDS), a disorder caused by mutations in the *COL3A1* gene. *Col3a1^G938D/+^* mice recapitulate features of VEDS, including high risk of aortic rupture. As in people with VEDS, aortic risk in this model accelerates at the onset of puberty, especially in males. We identify developmentally regulated gene programs associated with this vulnerability and that are targeted by treatments that mitigate aortic risk. Both genetic and pharmacological inhibition of the androgen receptor (AR) eliminated survival differences between sexes, while treatment with a dual AR and mineralocorticoid receptor (MR) antagonist provided near-complete and durable protection in both sexes. Pathways targeted by dual AR/MR inhibition, including those related to extracellular matrix (ECM) organization and cell-ECM interactions, largely overlapped with those also modulated by isolated MR antagonism. Selective targeting of MR signaling emerged as an effective therapeutic strategy in both sexes that avoids sexual side effects in males.

## Abstract 2

Inhibition of androgen and mineralocorticoid receptor signaling in Vascular Ehlers-Danlos Syndrome improves survival in mice by upregulating extracellular matrix (ECM) organization and cell-ECM interactions.

## Introduction

Vascular Ehlers-Danlos syndrome (VEDS) is a heritable connective tissue disorder caused by heterozygous *COL3A1* mutations, which encode the pro-α1 chain of collagen III, a homotrimeric fibrillar collagen (1). Spontaneous aortic dissection or rupture of the thoracic or abdominal aorta are major mortality causes in patients (1, 2). Only 5%–10% of patients with VEDS present with aortic aneurysm before dissection/rupture, making clinical imaging ineffective at predicting catastrophic event location or timing (2). Although antihypertensive agents show modest effectiveness in some clinical trials, no disease-altering VEDS treatments currently exist (3, 4).

We previously described a VEDS mouse model harboring a heterozygous missense mutation (*Col3a1^G938D/+^*) causing glycine substitution in type III collagen’s triple helical domain, analogous to the most common patient pathogenic variant class (5). Both male and female VEDS mice die of spontaneous descending thoracic aorta rupture (with/without prior dissection), increasing in frequency between P30 and P60, and correlating with puberty onset and progression (5). Adverse aortic event acceleration during this window is more severe in male versus female VEDS mice, mirroring similarly heightened risk in young adult male patients with VEDS (5, 6).

In murine models, P30–P60 corresponds to rapid aortic wall growth and remodeling, which occurs in conjunction with the increase of hemodynamic parameters to adult levels and affects both extracellular matrix (ECM) composition and vascular smooth muscle cell (VSMC) differentiation (7). Circulating androgen concentration rises concurrently with these processes, starting around P30, peaking at P40, and leveling to steady-state adult levels at P60 (8). While androgen concentration increases occur in both sexes, absolute levels are higher in males throughout life (8). Our previous work indicates androgen-modulated pathways contribute to VEDS aortic vulnerability during this developmental transition, but their identity remains poorly understood (5). Like other steroid hormone receptors, the androgen receptor (AR) is a ligand-inducible transcription factor that remains cytoplasmic and inactive until testosterone or dihydrotestosterone binding (9).

Here, we identify developmentally regulated biological processes associating with increased aortic rupture vulnerability and modulated by therapies mitigating rupture risk in VEDS mice. We provide genetic evidence that androgen signaling is the major contributor to sexual dimorphism in arterial dissection/rupture risk in this model. We also show mineralocorticoid receptor–modulated (MR-modulated) pathways partly overlap with AR-modulated pathways, and that MR antagonism represents a sex-independent therapeutic option for mitigating aortic rupture in VEDS.

## Results

### Increased risk of aortic rupture in VEDS mice correlates with postnatal downregulation of synthetic programs and VSMC differentiation.

We previously showed that adolescent male *Col3a1^G938D/+^* mice have increased aortic rupture risk relative to females and that androgen inhibitors are necessary to maintain hydralazine’s protection (initiated at birth) beyond P30–P45 (5, 10). To understand this developmental vulnerability, reproduced in current cohorts (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.198202DS1), we examined transcriptional changes in the descending thoracic aorta of control (*Col3a1^+/+^*) and VEDS (*Col3a1^G938D/+^*) male mice between P30 (prepuberty) and P60 (postpuberty) using bulk RNA-seq (Figure 1A). Despite robust aortic phenotypes in VEDS mice, most transcriptional changes were age- rather than genotype-driven (|Log_2_FC| ≥ 0.25, FDR ≤ 0.05) (Figure 1B and Supplemental Table 1), separating into 3 coregulated groups by divisive clustering (Figure 1C).

Age-dependent coregulated transcripts and genotype-specific alterations were examined for GO biological process and Reactome pathway enrichment (Figure 1, D and E). Group 1 transcripts, downregulated from P30 to P60 but less so in VEDS aorta (Figure 1C), were enriched for ECM synthesis/remodeling (*Col1a2*, *Col3a1*, *Col4a3*, *Eln*, *Loxl2*, *Mmp14*, *Mmp2*, *Serpinh1*), growth factor receptors promoting VSMC proliferation/migration (*Pdgfra*), metabolic enzymes for energy production/cellular respiration (*Acacb*, *Acadvl*, *Aco1*, *Aco2*, *Atp5o*, *Slc25a51*, *Uqcr10*), and metabolic signaling modulators (*Adipor2*, *Ppara*) (Figure 1, D and E, and Supplemental Table 1). Group 2 transcripts, related to cell proliferation (histone genes, cell cycle modulators), were also downregulated between P30 and P60 (Figure 1, C–E, and Supplemental Table 1). Group 3 transcripts were developmentally upregulated regardless of genotype, though slightly decreased in VEDS versus controls (Figure 1C), including actomyosin contractile components (*Lmod1*, *Myh11*, *Myl9*, *Nebl*, *Rock1*, *Rock2*, *Tpm1*), cell-substrate adhesion factors (integrins *Itga1*, *Itga3*, *Itga5*, *Itgb1*, *Itgb5*), and VSMC differentiation signals (*Tgfb3*, *Tgfbr1*, *Rbpms*, *Rbpms2*) (Figure 1, D and E, and Supplemental Table 1). Few transcripts differed between VEDS and control aorta; these included upregulated ECM components/remodeling enzymes (*Fbln2*, *Fbn1*, *Igfbp6*, *Lum*, *Mmp2*, *Ctsk*) and downregulated stress response/tissue repair factors (*Jun*, *Ptgs2*, *Tlr4*, *Dnajb1*, *Atf3*) (Figure 1F and Supplemental Table 1).

ATAC-seq chromatin profiling of control and VEDS aortic nuclei at P60 showed concordant developmental transitions and similar transcription factor activity between genotypes (Supplemental Figure 2, A and B, and Supplemental Table 1). 

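ATAC-seq maps open chromatin with the transposase Tn5, which inserts sequencing adapters preferentially into accessible DNA, so that accessible regions appear as peaks of fragments. Aortic nuclei of control (*Col3a1+/+*) and VEDS (*Col3a1 G938D/+*) mice at P60 were processed with a single-cell ATAC kit, but each library was analyzed in aggregate (pseudobulk), without separating cell types. Each genotype had 2 libraries, 1 from females and 1 from males, and according to the sample annotations each library pooled tissue from 2 mice. The replicates of a genotype therefore also differ in sex, and no sex has a replicate within a genotype. The authors aligned the reads to mm10 (GRCm38), called peaks with MACS2 with barcode-aware duplicate removal and cut-site correction, and excluded blacklisted regions. The peaks were listed separately for each library, with the position, the summit, the fold enrichment over the local background of the same library, and −log10 p and −log10 q. These values per peak are the authors' and were used only to rank, filter or describe peaks within a list. The lowest −log10 q was between 1.303 and 1.32 in the 4 lists, next to a q of 0.05. The lists differed widely in length. There were 21176 peaks in the control female library, 1236 in the control male, 504 in the VEDS female and 41444 in the VEDS male. The number of fragments at a summit was recovered from the deposited fold enrichment and p-value for 99.2% to 99.9% of the peaks of each list. Its median was 14 fragments in the control female library, 7 in the control male, 6 in the VEDS female and 22 in the VEDS male. Total fragments per library were not used here, so that these medians over the called peaks are the measure of depth. Peaks with over 50% of their bases masked as repeats in the reference made up 3.90% of the control female list, 68.8% of the control male, 27.4% of the VEDS female and 5.09% of the VEDS male. Promoters of the Y-linked genes *Ddx3y*, *Eif2s3y* and *Uty* had a mostly unmasked peak in the VEDS male library, *Eif2s3y* had one in the control male, and no Y-linked gene had one in either female library. The lists held 11 peaks in the single-copy part of chromosome Y in the VEDS male library, 7 in the control male and 0 in the female libraries. *Xist* had no peak in any library. From the lists, peaks were merged per genotype, compared by overlap of at least 1 bp, annotated with GENCODE vM21 transcripts, and searched for consensus sequences around their summits. Since longer lists overlap more, libraries were also compared at equal list size, with the 504 peaks of highest −log10 q from each. With 2 libraries against 2, a two-sided exact permutation test cannot give a p below 0.333, so that no test between genotypes was made.

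**Figure D1:**
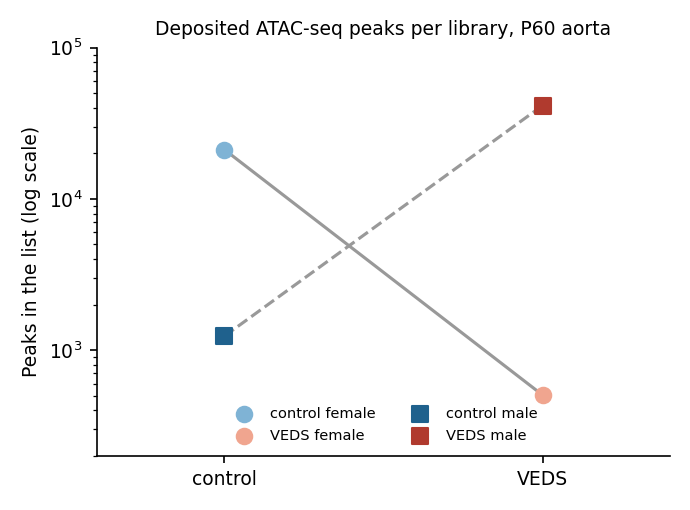
Number of deposited ATAC-seq peaks per library (log scale) in control and VEDS aorta at P60, with 1 point per library and a line joining the libraries of each sex (circles and solid line, females; squares and dashed line, males). The VEDS list is shorter than the control list in females (504 against 21176 peaks) and longer in males (41444 against 1236).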

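Of the 21861 merged control peaks, 92.9% overlapped a merged VEDS peak (95% Wilson interval 92.5 to 93.2), against 1.14% on average after 100 shuffles of the positions within chromosomes. In the other direction, 48.1% of the 41496 merged VEDS peaks overlapped a control peak (47.6 to 48.5), against 0.608% after shuffling. The intervals cover counting error only. These shares were set by the long lists. Without the VEDS male library, 2.1% of control peaks overlapped a VEDS peak, and without the control female library, 1.71% of VEDS peaks overlapped a control peak. Between these long lists, 95.0% of control female peaks had an overlap in the VEDS male list. At equal list size the shares came closer to each other, at 41.4% of control peaks and 41.7% of VEDS peaks. The overlap depended on the rank of the peak by −log10 q. Each long list was split by rank into 5 groups of equal size. In the highest group of the VEDS male list, 97.6% of peaks overlapped a control female peak (97.2 to 97.9), and the share was 75.1%, 39.6%, 18.1% and 7.52% in the following groups. In the control female list it went from 99.98% in the highest group to 81.3% in the lowest (80.1 to 82.4).
At equal list size, the Jaccard index of bases was 13.7% between the control libraries and 17.5% between the VEDS libraries. It was 19.4% between the female libraries and 13.5% between the male libraries. The highest values were found between libraries of different genotype and sex, at 43.6% for control female and VEDS male and 19.7% for control male and VEDS female. These last pairs also share a run of consecutive numbers in the library names, which neither the paper nor the annotations call a batch. Libraries of the same genotype (mean 15.6%) were thus no more similar than libraries of the same sex (mean 16.5%), and the means were 3.11% and 3.13% with all deposited peaks.
For the developmental transitions, the transcripts that the paper lists as changed from P30 to P60 in male aorta by bulk RNA-seq (Supplemental Table 1) were compared with the promoter peaks at P60. The sheet holds 559 upregulated and 542 downregulated transcripts, and 552 and 508 of them were matched to the annotation and tested. A peak within 3 kb of a TSS was found at 76.1% of upregulated and 63.6% of downregulated genes in the control female library, an odds ratio of 1.82 (95% interval 1.38 to 2.40; adjusted p = 1.85e-05, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 4 libraries). In the VEDS male library the shares were 92.2% and 80.1%, an odds ratio of 2.94 (1.98 to 4.40; adjusted p = 3.98e-08, Fisher's exact test). The short lists gave odds ratios of 0.685 in the control male and 0.703 in the VEDS female library (adjusted p = 0.528 for both, Fisher's exact test), where at most 2.56% of either group of genes had a peak. Equal list size moved the odds ratios most, to 1.04 (0.485 to 2.27) in the control female and 0.997 (0.415 to 2.42) in the VEDS male library, with an adjusted p of 1 in each by Fisher's exact test. At most 3.08% of either group of genes had a peak there, so that this setting has little power. The control female interval covers the main value of 1.82, while the VEDS male interval does not cover 2.94. Over all alternatives, the adjusted p ran from 6.08e-07 to 1 in the control female and from 3.89e-08 to 1 in the VEDS male library. Upregulated genes also had higher counts in the paper's table (median 509, against 146 for downregulated genes). Within 5 bins of the mean count, the Mantel-Haenszel odds ratio was 1.203 (0.898 to 1.61) in the control female library and 1.53 (1.02 to 2.31) in the VEDS male, with adjusted p-values of 0.48 and 0.172. The peaks were measured at P60 only, so that no change of accessibility with age was measured. The paper states the similarity of the genotypes with reference to Supplemental Figure 2, A and B, and Supplemental Table 1.

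**Figure D2:**
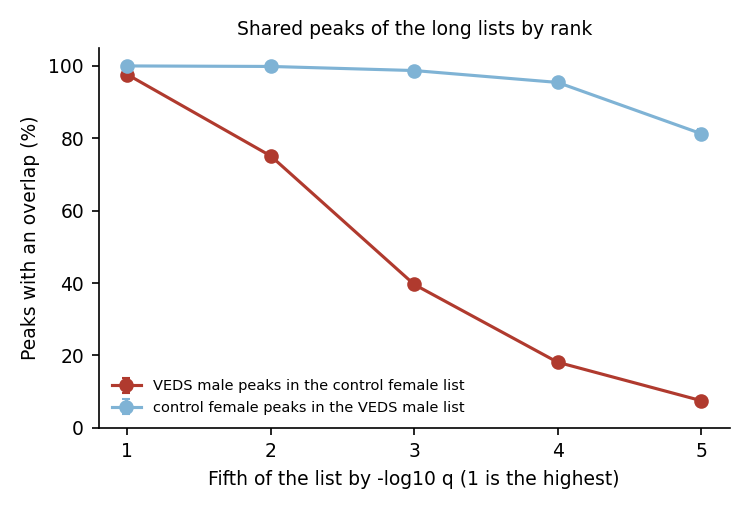
Share of peaks (%) of each long list that overlap a peak of the other long list, in 5 groups of equal size by rank of −log10 q (1 is the highest); bars are 95% Wilson intervals and are mostly smaller than the points. The share of VEDS male peaks found in the control female list falls from 97.6% to 7.52%, and that of control female peaks found in the VEDS male list from 99.98% to 81.3%.

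**Figure D3:**
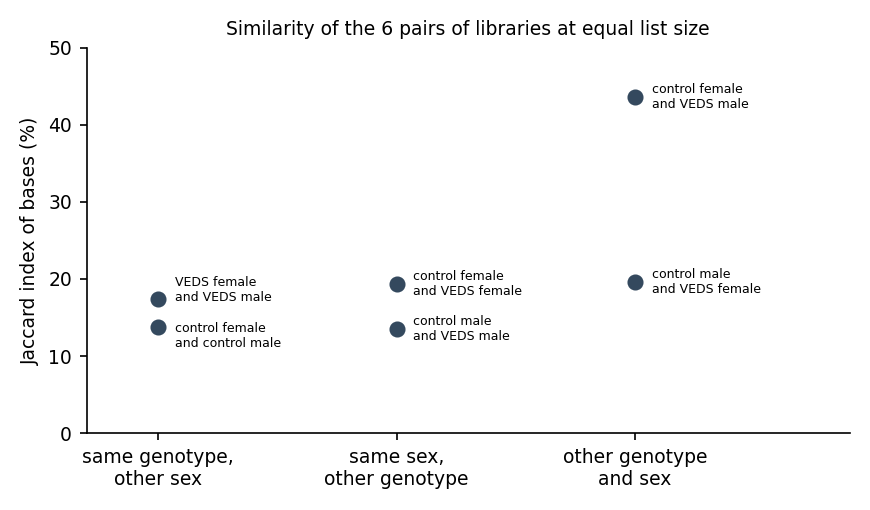
Jaccard index of bases (%) for each of the 6 pairs of libraries, with the 504 highest peaks of each library and 1 point per pair, grouped by what the libraries of a pair share. The pair of control female and VEDS male, at 43.6%, lies above the other pairs, which are between 13.5% and 19.7%.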

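Motifs were searched in 300-bp windows centered on the peak summits and compared with 10 windows per summit window drawn outside the peaks of all libraries and matched for GC content in 2% bins. For 8 transcription factor families, the share of windows with at least 1 match of a fixed consensus on either strand was tested in each library with a two-sided Fisher's exact test, adjusted by Benjamini-Hochberg over the 32 tests. Windows are not replicates, so each test describes 1 library. The AP-1 consensus TGASTCA (S is C or G), bound by JUN and FOS family dimers, was present in 11.6% of the 21115 control female windows (95% Wilson interval 11.2 to 12.1) and in 3.74% of matched windows, a log2 ratio of 1.64. In the VEDS male library it was present in 11.6% of 41348 windows (11.3 to 11.9) and 4.08% of matched windows, a log2 ratio of 1.51. The short lists differed from the long ones. AP-1 was found in 5.15% of the 485 VEDS female windows, a log2 ratio of 0.29 (adjusted p = 0.382, Fisher's exact test), and in 0.991% of the 1211 control male windows, fewer than in matched windows (log2 ratio −2.15; adjusted p = 9.28e-11, same test). The MEF2 consensus YTAWWWWTAR (Y is C or T, W is A or T, R is A or G) was present in 5.56% of control female and 5.79% of VEDS male windows, with log2 ratios of 1.88 and 1.73. Its log2 ratio was 0.78 in the control male library (adjusted p = 0.000303, Fisher's exact test) and 1.08 in the VEDS female (adjusted p = 0.00357, same test). The control male value was not robust. It was 0 (adjusted p = 1, Fisher's exact test) among peaks with at most 50% of their bases masked, an alternative chosen after seeing the data, and −0.20 with the relaxed consensus. By log2 ratio, MEF2 ranked at 3 and AP-1 at 4 among the 8 families in the long lists. The CRE consensus TGACGTCA was higher, with log2 ratios of 3.06 and 2.7 in the control female and VEDS male libraries, and so was the CTCF consensus, with 2.88 and 3.72. For CTCF this depended on the consensus. With the relaxed one, its control female log2 ratio was 1.10, below AP-1 (1.32) and MEF2 (1.21), while CRE stayed above (2.81). By share of windows, TEAD (7.52% and 7.80%) came after AP-1. SRF had log2 ratios of 1.55 and 1.43, NFI of 1.5 and 1.23 (from 11 and 23 windows with a match), and ZEB1 of −1.16 and −1.02. Equal list size moved the AP-1 and MEF2 ratios of the long lists most. Among the 504 highest peaks of each library, the AP-1 log2 ratio was −0.39 in the control female and −0.12 in the VEDS male library, and the MEF2 log2 ratio −0.34 and −2.0. For merged peaks of each genotype, the AP-1 log2 ratio was 1.58 in control and 1.51 in VEDS. It was −2.15 in control without the control female library and 0.29 in VEDS without the VEDS male library. The gapped k-mer models and the fitted motif weights of Figure 1G were not rebuilt here.

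**Figure D4:**
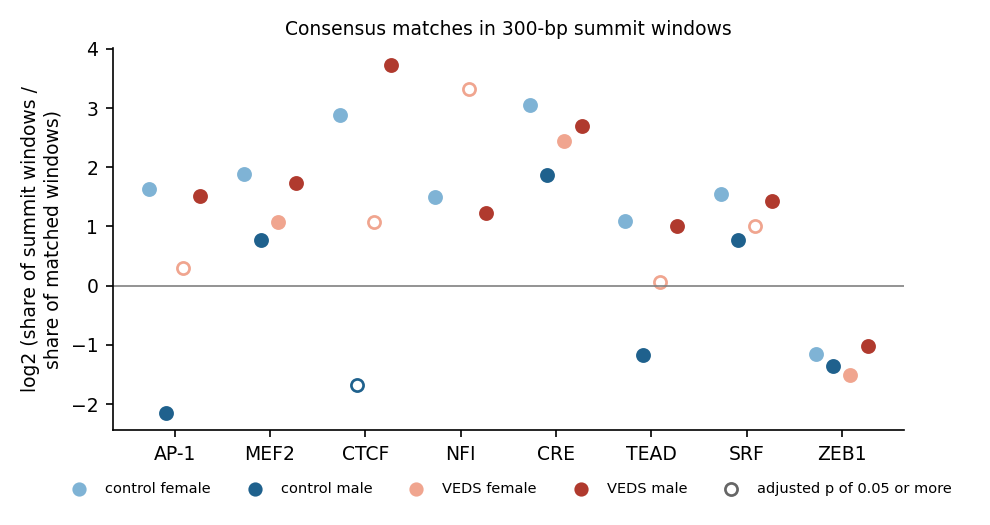
Log2 ratio of the share of 300-bp summit windows with a consensus match to the share of GC-matched windows, for 8 transcription factor families in each of the 4 libraries (filled points, adjusted p under 0.05; open points, 0.05 or more). Control female and VEDS male lie close together for AP-1 (1.64 and 1.51) and MEF2 (1.88 and 1.73), while the control male AP-1 point is at −2.15; NFI has no match, and so no point, in the control male library.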

Analysis via the gapped k-mer position weight matrixes (gkmPWM) algorithm identified MEF2C and AP-1–related transcription factors (JUN, JUND, FOSL1, FOSL2) motifs as most enriched in accessible chromatin regions (Figure 1G and Supplemental Figure 2B). However, gene loci near predicted MEF2C binding sites were enriched for VSMC differentiation factors in controls (*Hes1*, *Jag1*, *Rock1*, *Itga8*, *Rbpms2*) whereas gene loci near MEF2C were enriched for actin filament organization modulators (*Arhgap6*, *Gsn*, *Svil*, *Synpo*) and stress-activated p38 kinase signaling (*Gadd45b*, *Gadd45g*, *Mapkapk2*, *Phlpp1*, *Zfp36*) in VEDS aorta (Figure 1H and Supplemental Table 1). 

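Peaks were assigned to the gene with the nearest TSS, and the MEF2 consensus was searched in the summit windows, which can reach past the edges of a peak. Every one of the 5 loci named for controls and of the 9 named for VEDS had at least 1 peak in both long lists (control female and VEDS male). The control male list had none, and the VEDS female list had peaks at *Itga8*, *Gadd45b* and *Zfp36*. A MEF2 match was present at 2 of the 5 control loci in control libraries (*Itga8* and *Rbpms2*) and at 3 in VEDS libraries (*Jag1*, *Itga8* and *Rbpms2*). Of the 9 VEDS loci, 3 had a match in control libraries (*Arhgap6*, *Svil* and *Gadd45b*) and 2 in VEDS libraries (*Svil* and *Gadd45b*). The relaxed consensus gave a match at 6 of the 9 VEDS loci in each genotype, while equal list size left no match at any of the loci. *Gadd45b* lies on chromosome 10 from 80930073 to 80932204 (GRCm38, plus strand). The site CTAAATATAG, at 80940833 to 80940842 in intergenic sequence, was in a peak that begins 9769 bp from the nearest TSS of the gene and runs from 80940581 to 80941198 in the control female library (rank 3919 of its list) and from 80940581 to 80941299 in the VEDS male (rank 3826). The sequence around it is AGACAACACTCTAAATATAGCCTGGGAGGC. At *Svil* (chromosome 18, 4920540 to 5119299, plus strand), the site CTATTTTTAG at 4987642 to 4987651, in the first intron, lay in a summit window of both long lists, inside the VEDS male peak and just outside the control female peak. Another match, at 5104524 to 5104533 near a promoter peak, was in the VEDS male list alone. At *Rbpms2* (chromosome 9, 65629648 to 65660528, plus strand), the first intron held the site TTAAAATTAG at 65646237 to 65646246 in both long lists. A further match at this gene, TTAATATTAG at 65661143 to 65661152 in a promoter peak, was in the VEDS male list alone. *Itga8* (chromosome 2, 12106632 to 12301922, minus strand) shared the intronic site CTAAAAATAG, at 12212929 to 12212938, between both, and each long list also had matches of its own there. Those at 12168889 to 12168898 (control female) and 12317766 to 12317775 (VEDS male) lay just outside peaks that overlap between both lists. There the position of the summit decided the match. *Jag1* (chromosome 2, 137081456 to 137116644, minus strand) had a match in the VEDS male library only, outside the gene at 137003382 to 137003391 in sequence annotated as an intron, in a peak at rank 28027 of 41444, and *Arhgap6* (chromosome X, 168795099 to 169304435, plus strand) in the control female only, in the first intron at 169012726 to 169012735, beside a peak at rank 8220 of 21176. No match was found at *Hes1*, *Rock1*, *Gsn*, *Synpo*, *Gadd45g*, *Mapkapk2*, *Phlpp1* or *Zfp36* with the main consensus. The sites that the paper's models assigned to MEF2C were not used here, since the copy of Supplemental Table 1 used is shortened, so that no enrichment of gene sets was tested.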

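The stress and starvation response loci that the paper names beside FOSL1:JUND (*Foxo1*, *Foxo3*, *Prkag2*, *Prkag3* and *Cdkn1a*) were examined for the AP-1 consensus, which FOSL1:JUND and FOSL2:JUN dimers share, so that the sequence does not separate these dimers. Each of the 5 loci had a peak in the control female and in the VEDS male library, and none had one in the control male or the VEDS female. A match in a summit window was present at 3 of the 5 loci, *Foxo3*, *Prkag2* and *Prkag3*, in control libraries and at the same 3 in VEDS libraries. With peaks of −log10 q of at least 5, a match was present at 2 loci in control and 3 in VEDS libraries, and with at least 10, at 1 locus in control and 3 in VEDS libraries. A fixed threshold is easier to reach with more fragments at a summit (median 14 in control female, 22 in VEDS male). These counts therefore do not separate genotype from depth. With peaks within 50 kb of a TSS, 4 loci had a match in control and 4 in VEDS libraries. Equal list size, which moved the count most, left none in either genotype. *Prkag2*, which encodes a regulatory subunit of AMP-activated protein kinase, lies on chromosome 5 from 24862744 to 25100642 (GRCm38, minus strand) and was assigned 7 peaks in the control female library and 14 in the VEDS male. Its intronic site TGAGTCA at 25007092 to 25007098, in the sequence ACAGGCTGGATGAGTCACGTTTTTCAG, was in a peak from 25006910 to 25007179 in the control female library (rank 3520 of its list) and from 25006842 to 25007218 in the VEDS male (rank 1503). A second site, at 25030531 to 25030537 in the first intron, was also found in both, and a further one, at 24938272 to 24938278, in the VEDS male library alone. *Prkag3* (chromosome 1, 74738922 to 74749221, minus strand) had a site at 74749512 to 74749518 in promoter peaks of both libraries, 242 bp from the TSS in the control female and 205 bp in the VEDS male. *Foxo3* (chromosome 10, 42181841 to 42276755, minus strand) had an intronic site at 42231290 to 42231296 in both, and another at 42207733 to 42207739 in the VEDS male library alone.

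**Figure D5:**
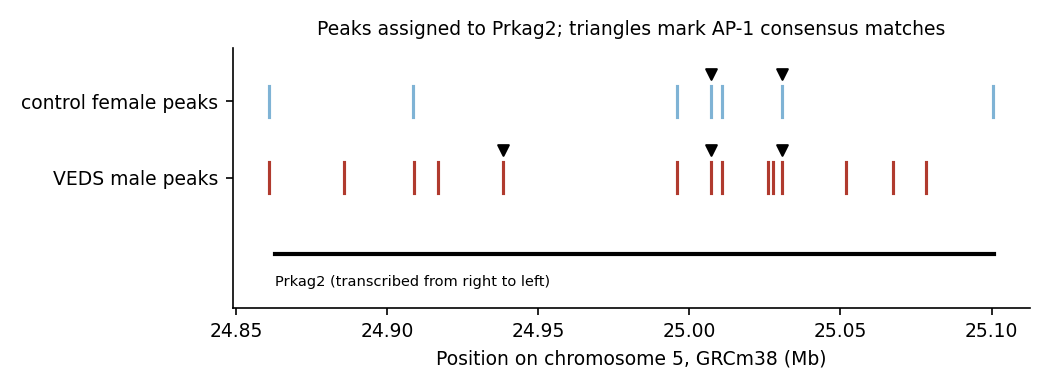
Peaks assigned to *Prkag2* on chromosome 5 (GRCm38; position in Mb) in the control female (7 peaks) and VEDS male (14 peaks) libraries, each drawn as a vertical line, above the extent of the gene (black line). Triangles mark AP-1 consensus matches in summit windows, 2 in the control female and 3 in the VEDS male library, of which 2 are at the same positions.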

Gene loci with FOSL1:JUND motifs in VEDS aorta (but not FOSL2:JUN in controls) were enriched for stress/starvation response pathways (*Foxo1*, *Foxo3*, *Prkag2*, *Prkag3*, *Cdkn1a*) (Figure 1H and Supplemental Table 1). These data suggest increased aortic vulnerability in VEDS associates with physiological downregulation of synthetic/proliferative programs, with VEDS-specific transcriptional alterations at P60 potentially representing compensation or pathogenic deviation.

### Coadministration of hydralazine with androgen inhibitors induces upregulation of transcripts promoting ECM deposition.

To examine how developmentally regulated transcriptional changes were affected by treatments protecting VEDS mice from aortic rupture, we analyzed aortas collected at P30 and P60 from control and VEDS mice treated with hydralazine since birth, plus VEDS mice receiving hydralazine with either bicalutamide (a potent androgen antagonist) (11–13) or spironolactone (a dual androgen/MR antagonist) (14, 15) starting at P21 (Figure 2A).

Pair-wise comparisons between treated and untreated VEDS aortic samples identified transcripts modulated by hydralazine alone and by cotreatment with bicalutamide or spironolactone (Figure 2B and Supplemental Table 2). All treatments upregulated ECM synthesis–related transcripts, including elastogenesis and collagen deposition, though hydralazine alone modulated fewer transcripts (Figure 2, C–E). Hydralazine/bicalutamide and hydralazine/spironolactone cotreatments also downregulated energy metabolism transcripts, including fatty acid metabolism (Figure 2, D and E). A core set of 48 transcripts was modulated in an AR-dependent manner by hydralazine/bicalutamide and hydralazine/spironolactone, but not hydralazine alone (Figure 2F and Supplemental Table 2), largely corresponding to age- rather than genotype-dependent changes (Figure 2, G and H, and Supplemental Table 2). AR inhibition counteracted aging effects by upregulating transcripts for ECM components involved in collagen and elastin deposition, including *Col1a2*, *Eln*, *Fras1*, *Itga4*, *Mfap5*, and *Fstl1*, which encodes a matrix protein recently shown to protect against acute aortic dissection (16) (Figure 2, G and H, and Supplemental Table 2). Other age-dependent processes were either unaffected (downregulation of pro-proliferative pathways) or enhanced (downregulation of fatty acid biosynthesis) by AR antagonism (Figure 2, G and H, and Supplemental Table 2). This transcriptional analysis suggested AR inhibition efficacy associated not with restoring VEDS transcriptional programs to age-matched control levels, but with increasing ECM-related transcript expression beyond healthy control levels.

### Isolated genetic and pharmacologic androgen antagonism improves survival in male VEDS mice.

Pathway overlap in transcripts modulated by hydralazine/bicalutamide or hydralazine/spironolactone cotreatment, and the modest effect of hydralazine alone, suggested isolated AR antagonism may suffice to improve VEDS mouse survival.

To test this, we examined how bicalutamide treatment or genetic Ar inactivation affected aortic rupture risk in VEDS mice. Mice carrying a conditional *Ar^flox^* allele (X chromosome) (17) were crossed to VEDS mice expressing β-actin–Cre recombinase, generating globally *Ar*-deficient VEDS mice. *Ar* expression, increased in postpubertal aortic walls of both sexes, was effectively abrogated by Cre-mediated deletion in male *Ar^null/y^* and female *Ar^null/null^* mice (Supplemental Figure 3). In males, global *Ar* deletion (VEDS *Ar^null/y^*) improved survival from 40% to 84%, and pharmacological AR inhibition with bicalutamide improved male VEDS survival from 53% to 74% versus untreated controls (Figure 3, A and B). Unlike hydralazine/bicalutamide cotreatment, which benefits both sexes, neither genetic *Ar* inactivation nor bicalutamide alone improved female VEDS survival (Figure 3, C and D). No residual sex-dependent survival differences existed between bicalutamide-treated VEDS males and untreated VEDS females (*P* = 0.53) or between *Ar*-deficient VEDS males and VEDS females (*P* = 0.29). Although tissue fragility precludes measurement of blood pressure by tail cuff plethysmography in VEDS mice, assessment in *Col3a1^+/+^* control mice showed that *Ar* disruption did not affect male blood pressure but slightly increased it in females (Supplemental Figure 4A). Bicalutamide affected neither *Ar* expression nor blood pressure in either sex (Supplemental Figures 3 and 4). These data indicate that, while AR antagonism protects males, residual risk persists in VEDS mice of both sexes, suggesting the existence of additional AR-independent modulators of aortic rupture risk.

### Pharmacologic MR antagonism improves survival in both male and female VEDS mice.

The elimination of sexual dimorphism by pharmacologic or genetic AR inhibition suggested androgen signaling accounted for most survival differences between male and female VEDS mice. However, bicalutamide has clinical limitations due to sexual side effects in males (11–13, 18). We thus examined the effect of isolated spironolactone treatment, an FDA-approved AR inhibitor with fewer sexual side effects (14, 15). Unlike bicalutamide, spironolactone improved survival in both male and female VEDS mice, resulting in near-complete P60 protection (54% to 93% in males; 69%–97% in females) (Figure 3, B and D). Spironolactone reduced aortic rupture risk even when initiated after puberty (P60), improving P100 survival from 57% to 95% in males and 60% to 95% in females (Figure 3, E and F). Like bicalutamide, spironolactone did not affect *Ar* expression or blood pressure (Supplemental Figures 3 and 4).

The greater protection by spironolactone versus bicalutamide or genetic *Ar* inhibition led us to hypothesize that the MR, also inhibited by spironolactone, may be a VEDS therapeutic target (15, 16). To isolate MR inhibition effects, we examined how finerenone, a selective MR antagonist (19) affected VEDS mouse survival. Finerenone improved survival in both males (55% to 82%) and females (65% to 89%) (Figure 3, G and H), without changing blood pressure (Supplemental Figure 4). While finerenone did not affect *Ar* expression in either sex (Supplemental Figure 3), *Nr3c2* (encoding MR) expression increased in finerenone-treated female aortas but remained unchanged in other groups (Supplemental Figure 5). MR inhibition’s beneficial effect was independent of testosterone modulation, as circulating testosterone remained unaffected by AR, AR/MR, or MR inhibition (*P* = 0.25 for males; *P* = 0.66 for females) (Supplemental Figure 6). These data suggest that MR antagonism modulates aortic rupture risk in both sexes through an AR-independent mechanism.

### AR/MR antagonism increases expression of transcripts promoting ECM deposition and aerobic respiration in multiple cell types.

To overcome bulk RNA analysis limitations, potentially confounded by different cell type transcriptional profiles, and examine cell-specific transcriptional changes from isolated AR and MR inhibition (without hydralazine), we performed single-nucleus RNA-seq (snRNA-seq) on descending thoracic aortas of VEDS mice treated with spironolactone, bicalutamide, or finerenone from P21 to P60 (*n* = 3/group), plus untreated controls and VEDS mice. Clusters corresponding to VSMCs, endothelial cells, fibroblasts, and immune cells were identified using previously described cluster-defining transcripts (Figure 4A) (20), with no genotype- or treatment-specific cell populations or over-/underrepresentation detected between groups (Figure 4, B and C). Immune cells were excluded due to inadequate recovered nuclei depth and lack of inflammatory involvement in VEDS (5).

To identify protection mechanisms common to AR and MR antagonism versus those specific to dual AR/MR inhibition, we focused on transcripts modulated by spironolactone (|Log_2_ FC| ≥ 0.25 versus untreated VEDS; *P*_adj_ ≤ 0.05), given its superior aortic rupture prevention efficacy and dual AR/MR inhibitor activity. Spironolactone-modulated transcripts were subdivided into those comparably modulated across all treatments versus those preferentially modulated by spironolactone. We reasoned that dual AR/MR antagonism’s enhanced survival benefit could stem from qualitative (which transcripts are modulated), quantitative (transcriptional change level), and combinatorial effects (concurrent AR/MR target modulation in 1 or more cell types).

Transcripts preferentially modulated by spironolactone were identified as those for which the effect of treatment was, approximately, 20% or more that of bicalutamide, finerenone, or both (corresponding to ~0.25 difference between spironolactone versus untreated VEDS Log_2_ FC and other treatments versus untreated VEDS). Using this threshold, ~60%–80% of spironolactone-modulated transcripts were comparably modulated by finerenone and bicalutamide across all 3 cell types (Figure 4, D and E, and Supplemental Table 3). Enriched pathways among comparably upregulated transcripts included ECM deposition and aerobic glycolysis (Figure 4F, Supplemental Figure 7, and Supplemental Table 3).

Upregulated transcripts encoded diverse ECM components (*Bgn*, *Col1a1*, *Sparc*, *Fn1*, *Fbln5*, *Mfap4*) and integrin β1 (*Itgb1*), partially overlapping those age-dependently downregulated by bulk RNA-seq (Supplemental Figure 7 and Supplemental Table 3). Downregulated transcripts across all cell types were related to Rho/Rac1 network modulation, including RhoGEFs and RhoGAPs (Supplemental Figure 7 and Supplemental Table 3).

Although selected contractile factors were upregulated in VSMCs (*Acta2*, *Tpm2*, *Myl6*, *Myl9*), transcripts associated with differentiated, contractile VSMC phenotype (*Mylk*, *Myocd*, *Smtn*, *Pdlim7*, *Lmod1*, *Ncoa3*, *Prdm16*) (21–23) were similarly downregulated by all treatments, consistent with a partially “modulated” phenotype in VEDS VSMCs (Supplemental Figure 7 and Supplemental Table 3). Transcripts for factors involved in alternative mRNA processing, an integrin-modulated process associating with VSMC phenotypic transition (24), were also downregulated by treatment in VSMCs (25) (Figure 4F, Supplemental Figure 7, and Supplemental Table 3). In fibroblasts, all treatments promoted contractile protein expression (*Acta2*, *Tpm2*, *Myl6*, *Myl9*) and downregulated negative TGF-β signaling modulators, including *Smurf2* (25), *Ldlrad4/C18ORF1* (26), and *Mycbp2* (27) (Supplemental Figure 7F). Surprisingly, treatment effects on endothelial cells resembled those in VSMCs, including upregulation of contractile proteins and ECM components, and downregulation of alternative splicing modulators (Figure 4F, Supplemental Figure 7, and Supplemental Table 3).

### Overlapping biological processes are modulated by isolated or concomitant AR/MR inhibition with spironolactone.

We also examined the 20%–40% of transcripts preferentially modulated by spironolactone versus finerenone, bicalutamide, or both in each cell type (Figure 4D). For most transcripts in this group, spironolactone’s effect mirrored finerenone’s (Figure 4, G and H, and Supplemental Figures 8–10). Fewer transcripts were similarly modulated by bicalutamide and spironolactone, or exclusively by spironolactone (Figure 4, G and H, and Supplemental Figures 8–10). Pathway enrichment for transcripts preferentially up- or downregulated by spironolactone alone overlapped with those modulated by isolated AR or MR inhibition (Figure 4, Supplemental Figures 8–10, and Supplemental Table 3).

Combinatorial effects of dual AR/MR antagonism in endothelial cells included upregulation of both high-affinity adrenomedullin (AM) receptor subunits, encoded by *Calcrl* (upregulated by spironolactone) and *Ramp2* (upregulated by all treatments), which promote endothelial expression of tight junction, adherens junction, and basement membrane molecules (28) (Figure 5A, Supplemental Figures 7 and 8, and Supplemental Table 3). Several transcriptional changes suggested stabilized cell-cell junctions and cell-matrix adhesion, including increased expression of angiopoietin-1 (*Angpt1*) (29) and vinculin (*Vcl)* (30) (spironolactone only), collagen V (*Col5a2*) (31) and fibronectin (*Fn1*) (spironolactone and finerenone), Nebulette (*Nebl*) (32) (spironolactone and bicalutamide) (Figure 5A, Supplemental Figure 8, and Supplemental Table 3), integrin β1 (*Itgb1*), claudin-5 (*Cldn5*) (33), and basement membrane collagens (*Col4a1*, *Col4a5*) (all treatments) (Supplemental Figure 7 and Supplemental Table 3). ECM deposition and barrier integrity stabilization were exemplified by downregulation of calpain-2 (*Capn2*) (34), phospholipase C β1 and β4 (*Plcb1*, *Plcb4*) (35, 36), and protein kinase N3 (*Pkn3*) (37) (spironolactone and finerenone); VE-statin (*Egfl7*) (38) (spironolactone only); proline-rich tyrosine kinase 2 (*Ptk2*) (39); and membrane associated ring-CH-type finger 3 (*March3*) (40) (all treatments) (Figure 5A, Supplemental Figures 7 and 8, and Supplemental Table 3).

In VSMCs, spironolactone and finerenone, but not bicalutamide, upregulated transcripts encoding elastin (*Eln*), lysyl oxidase (*Lox*), and microfibril associated protein 5 (*Mfap5*), whereas fibulin-5 (*Fbln5*) was also upregulated by bicalutamide, all indicating upregulated elastogenic gene programs (Figure 5B, Supplemental Figures 7 and 9, and Supplemental Table 3) (41). Other matrix components specifically upregulated by spironolactone and finerenone, but not bicalutamide, included insulin-like growth factor binding protein 7 (*Igfbp7*) (42), cellular communication network factor (*Ccn1*) (41), LIM and cysteine rich domains 1 (*Lmcd1*) (43), and basement membrane collagen (*Col4a5*) (Figure 5B and Supplemental Figure 8). Basement membrane collagens (*Col4a1*, *Col4a5*) were also among few transcripts more pronouncedly upregulated by spironolactone versus other treatments in adventitial fibroblasts (Figure 5C and Supplemental Figure 10).

### Protection from rupture correlates with induction of a protective transcriptional signature in VSMCs.

Transcriptional alterations from AR/MR antagonism in VEDS VSMCs partly resembled the adaptive aortic stress response induced by yes-associated protein (YAP) activation (44). Of 80 “adaptive transcripts” defined by Zhang et al. (44), 64 were detected in our dataset; 8 (*Itgb1*, *Col5a2*, *Bcl2*, *Akt3*, *Tgfb2*, *Rock1*, *Rock2*, *Itga8*) were upregulated in VEDS VSMCs versus untreated controls, independently of treatment (Log_2_ FC ≥ 0.20, *P*_adj_ ≤ 0.05) (Figure 6A and Supplemental Table 3). AR/MR antagonists further upregulated integrin β1 (*Itgb1*), collagen (*Col1a1*, *Col3a1*, *Col1a2*, *Lox*), elastic fiber formation molecules (*Mfap4*, *Eln*, *Fn1*, *Emilin1*, *Fbln5*), and oxidative damage-protective enzymes (*Gpx1, Sod3*) (Figure 6A). However, transcripts encoding integrin α9 (*Itga9*), α8 (*Itga8*), and α5 (*Itga5*) were downregulated by spironolactone, while others (*Smad3*, *Itgb3*, *Col6a2*, *Fbn1*, *Bcl2*, *Tgfbr2*, *Tgfbr1*, *Akt3*, *Mapk1*, *Smad2*, *Tgfb2*, *Akt2*, *Smad1*, *Col15a1*, *Ern1*, *Tgfb3*, *Col18a1*) were unaffected (44) (Figure 6A and Supplemental Table 3), suggesting encoded factors may be unnecessary or hindering for protection. Since chronic synthetic pathway activation can provoke VSMC transition toward a deleterious “degradative” phenotype (45), we examined how spironolactone, finerenone, and bicalutamide modulated transcripts previously characterized as defining “contractile,” “synthetic,” “phagocyte-like” (lysosome/protein degradation organelles), “activated,” and “immune-like” VSMC phenotypes (45). Protective treatments upregulated transcripts associated with both contractile and synthetic phenotypes plus those related to proteasome-dependent protein degradation and autophagy; conversely, only *B2m* (encoding MHC class I–associated beta-2-microglobulin) was upregulated among “activated” VSMC phenotype transcripts (*Mmp2*, *Mmp14*, *Mmp16*, *Vcam1*, *B2m*, *Spp1*, *Tnfrs11b*, *Cx3cl11*), and “immune-like” transcripts were undetected in VSMCs (Supplemental Figure 11A). Both bulk-RNA seq and snRNA-seq showed correlation between treatment effectiveness and inhibition of lipogenic enzyme transcripts (*Fasn*, *Scd1*, *Acly*) (Figures 2 and 5). Decreased fatty acid synthase protein levels were confirmed in bulk aortic protein lysates following AR and MR inhibition (Supplemental Figure 11B).

### AR/MR inhibition modulates ECM composition and passive biomechanical properties of the aorta.

Increased elastogenesis and collagen synthesis gene expression suggested that upregulation of these pathways may compensate for collagen III deficiency and contribute to AR/MR inhibition’s protective effect. We thus examined aortas of *Ar*-deficient and bicalutamide-, spironolactone-, or finerenone-treated VEDS mice for collagen and elastin content. Histological assessment with picrosirius red staining (PSR) showed expected adventitial collagen content reduction in VEDS aortas, as previously observed (5), but revealed no treatment-dependent changes (Supplemental Figure 12). However, examination of medial collagen and elastic fiber content with pancollagen and elastin-binding probes (46, 47) revealed increases in relative collagen content following AR antagonism and both collagen and elastin following MR inhibition in male samples (Figure 6, B and C). Although similar elastic fiber content increases following spironolactone treatment were detected in female samples, other parameters were unaffected by treatments, possibly due to small sample size (Supplemental Figure 13).

To determine whether observed increases in relative collagen and elastin content associated with changes in aortic biomechanics, we examined passive mechanical responses of aortic tissues from spironolactone-treated and untreated VEDS mice (Figure 6D). Analysis showed spironolactone treatment rendered VEDS aortic tissues more deformable in both circumferential and axial directions across a broad, physiologically relevant stretch range, requiring greater stretch to achieve given stress levels (Supplemental Figure 14A). Accordingly, at representative systolic pressure, spironolactone-treated aortic tissues extended to higher biaxial stretch (Figure 6D) while maintaining stress levels comparable with nontreated mice (Supplemental Figure 14B). Under these loading conditions, spironolactone treatment selectively reduced circumferential tissue stiffness (Figure 6D) while preserving axial stiffness (Supplemental Figure 14B). This behavior conferred greater elastic energy storage during systole, indicating enhanced aortic capacity to function as a pressure reservoir augmenting diastolic blood flow (Figure 6D). Consistent with tissue behavior and preserved wall thickness (Supplemental Figure 14B), spironolactone-treated mice further exhibited increased cyclic distensibility, reflecting reduced structural aortic stiffness as a conduit (Figure 6D).

These data suggest that AR/MR antagonism promotes a partial “synthetic” VSMC phenotype resulting in increased ECM deposition that, together with additional effects on endothelial cell barrier function and adventitial fibroblasts, improves mechanical function and protects VEDS mice from aortic rupture, counteracting physiological downregulation of ECM synthetic pathways occurring at postnatal aortic development completion.

## Discussion

In this study, we examined transcriptional signatures associated with increased aortic rupture frequency in *Col3a1^G938D/+^* VEDS mice during the P30–P60 window, and risk reduction following AR and/or MR signaling interventions. Phenotypic improvement with AR and MR inhibition correlated with partial reversal of transcriptional alterations accompanying postnatal aortic transition from proliferative/synthetic to quiescent/contractile phenotype, resulting in upregulated elastogenesis and collagen deposition programs. These changes were detected both by bulk RNA-seq in VEDS aortas treated with AR/MR inhibitors plus hydralazine and by snRNA-seq in VSMCs from VEDS aortas treated with spironolactone, finerenone and, to a lesser extent, bicalutamide.

Phenotypically, these transcriptional alterations associated with increased medial collagen content following AR and/or MR antagonist treatment, while increased medial elastin required MR inhibition. In all cases, microstructural alterations exceeded control aorta basal levels, suggesting compensatory response against defective collagen III assembly. This altered matrix balance contextualizes AR/MR antagonism’s biomechanical effects in VEDS aorta following spironolactone treatment. Functionally, noted microstructural changes are consistent with greater elastin-mediated load bearing and delayed collagen recruitment under physiological loading. Tissue- and vessel-level signatures include enhanced elastic energy storage and increased cyclic distensibility, indicating greater pulsatile pressure accommodation capacity. These features align with clinical observations of improved arterial elasticity in hypertensive patients receiving spironolactone (48).

Beyond modulating VSMC phenotype, AR/MR antagonism may reduce aortic rupture risk by affecting endothelial cells and fibroblasts. AR/MR antagonism-induced transcriptional alterations in endothelial cells suggested stabilized cell-cell junctions and increased basement membrane component and adhesion molecule synthesis. Functional outcomes of these alterations remain to be elucidated, but the role of endothelial cell dysfunction in aortic dissection/rupture was recently documented in other hereditary aortopathy models (49). In fibroblasts, AR/MR inhibition promoted a transcriptional profile consistent with induction of a myofibroblast-like phenotype. Despite these transcriptional alterations, adventitial collagen content was not altered by AR/MR inhibition, suggesting any protective effect may depend on other matrix components or mechanisms.

Although most transcripts were comparably modulated by isolated or dual AR/MR inhibition, 20%–40% showed preferential spironolactone modulation versus finerenone, bicalutamide, or both. Pathways enriched within these transcripts generally overlapped with those enriched among transcripts modulated by isolated AR or MR antagonism. Dual AR/MR inhibition’s increased therapeutic benefit may, thus, result from both enhanced protective biological process modulation and combinatorial AR/MR target modulation in one or more cell types.

Spironolactone- and finerenone-regulated transcript overlap across multiple cell types exceeded bicalutamide-sensitive transcript overlap, and both drugs improved VEDS mouse survival sex-independently. These data indicate MR signaling is a targetable pathway for aortic risk modulation in VEDS, with important translational implications. Bicalutamide’s clinical utility as androgen signaling inhibitor is hampered by male adverse effects, including gynecomastia, loss of libido, and erectile dysfunction (11–13, 18). Conversely, spironolactone reaches therapeutic AR blockade levels with lower male gynecomastia rates while affording MR inhibition protection (19, 50). While spironolactone could be considered for vascular protection in patients with VEDS of both sexes, FDA-approved MR antagonists such as finerenone or eplerenone may offer alternatives avoiding potential male sexual side effects and would, based on our preclinical data, potentially benefit both sexes. While functional provocations are necessary to probe specific pathway contributions to AR- and/or MR inhibition therapeutic efficacy, our results suggest MR antagonism warrants translational exploration as a VEDS therapeutic, particularly in males. Future studies may investigate whether MR antagonism reduces elastolysis and/or promotes elastin repair, mechanisms that may underlie the observed improvement in elastic fiber structure and vessel elasticity. Additionally, determining whether systemic administration of spironolactone and/or finerenone affects elastic fiber content in skin and other organs could provide accessible biomarkers for translational studies in patients with VEDS.

## Methods

### Sex as a biological variable.

Both sexes were used to identify sex-dependent or sex-independent treatment effects. Sex is indicated in figure legends. Males were used for bulk RNA-seq and snRNA-seq due to more severe untreated phenotype.

### Mouse husbandry.

*Col3a1^G938D/+^* mice were generated as described (5). Mice carrying the *Ar^flox^* allele were gifted by Sheng Wu, Temple University (17). Global *Ar* null animals were obtained by crossing *Ar^flox^* mice with β-actin–Cre mice (The Jackson Laboratory, #033984). All mice were maintained on C57BL/6J background (The Jackson Laboratory, #00064), housed in individually ventilated cages with ad libitum access to standard chow and water in the Miller Animal Research Facility at Johns Hopkins University. Contemporaneous untreated cohorts were used as controls for survival studies. Survival was not different between *Col3a1^G938D/+^* *Ar^+/+^*; β-actin–Cre^+^ mice and *Col3a1^G938D/+^* *Ar^+/+^*; β-actin–Cre^neg^ mice (not shown); therefore, these groups were combined as controls.

### Delivery of medication.

Treatments were formulated assuming consumption of 2–4 g food/day and 5 mL water/day by mice with a 20–25 g weight. Hydralazine (American Health Packaging, NDC 68084-447-01) was dissolved in water (32 mg/kg/day from birth). The following drugs were mixed with powdered food (LabDiet 5001): bicalutamide (Northstar Rx, NDC 16714-816-02) at 0.625 mg/g (50 mg/kg/day); spironolactone (Accord Healthcare, NDC 16729 227 01) at 1.25 mg/g (100 mg/kg/day); and finerenone (Bayer Healthcare Pharmaceuticals, NDC 50419-540 or Selleck Chemicals, S8841) at 0.05 mg/g (5 mg/kg/day).

### Tissue collection and processing for bulk RNA-seq.

Prepuberty samples were collected at P30; post-puberty at P60–P61, with descending thoracic aortas harvested between 11 a.m. to 1 p.m. Mice were euthanized by isoflurane inhalation, the abdominal inferior vena cava was transected, and aortas were perfused with 5 mL PBS through the right ventricle. Descending thoracic aortic segments (left subclavian to diaphragm) were collected, cleaned of perivascular adipose tissue, placed in screw-cap tubes with 700 μL TRIzol (Thermo Fisher, 15596018) plus four to six 3 mm zirconium beads (OPS Diagnostics, BAWS 3000-300-23), flash frozen in liquid nitrogen, and stored at –80°C.

Within treatment groups (*n* = 3), aortas were randomized in batches of 10 (1 per group), homogenized using FastPrep-24 5G (MP Biomedicals; 5 cycles: 4.5 m/s, 30 seconds, 300-second pause; Lysing Matrix A, 1 mg), then 200 μL chloroform (Fisher Scientific, C298) was added, shaken 15 seconds, and incubated 3 minutes at room temperature. After centrifugation (12,000 × *g*, 15 minutes, 4°C), RNA was extracted with RNeasy Kit (Qiagen, 74104) using 350 μL ice-cold 70% ethanol and 350 μL Wash Buffer I, treated with DNase I (70 μL buffer RDD + 10 μL DNase I; RNase-Free DNase set, Qiagen, 79254; 15 minutes at room temperature), eluted in 100 μL nuclease-free water, and stored at –80°C. Samples were submitted to Sidney Kimmel Cancer Center Genomics Core for QC (Agilent 2100 BioAnalyzer), cDNA synthesis, and library generation with TruSeq Stranded Total RNA Library Kit (Illumina, 20020598), and then sequenced on NovaSeq6000 S4 (150 bp PE), targeting 50,000 reads/sample. CASAVA 1.8.4 converted BCL to FASTQ files; RSEM-1.3.0 aligned to mm39 genome using “rsem-calculate-expression” with the following options: star, star-gzipped-read-file, calc-ci, star-output-genome-bam, paired-end, forward-prob 0.

### Bulk RNA-seq analysis in RNAseqChef.

RNAseqChef (51) was used to perform integrative transcriptome analysis. “Multi DEG” function with divisive clustering was applied to untreated control and VEDS samples at P30 and P60, filtering for transcripts modulated between timepoints (|Log_2_ FC| ≥ 0.25, FDR ≤ 0.05). Pair-wise EBseq function identified differentially expressed transcripts between control and VEDS at P60 and those modulated by treatments (FDR ≤ 0.05).

### Gene enrichment and network visualization.

Overrepresentation analysis was performed with the RNAseqChef gene enrichment visualizer or Cytoscape/STRING. Heatmaps for bulk RNA-seq used z-scores from normalized counts; snRNA-seq heatmaps used Log_2_ FC (Morpheus, Broad Institute). Custom networks were generated using Cytoscape/STRING, and nodes custom-filled based on differential expression between samples.

### ATAC-seq data generation, peak calling and annotation.

Nuclei from aortic tissue (P60, *n* = 2 per genotype) were prepared using Chromium Next GEM Single Cell ATAC Kit v2 (10X Genomics, PN-1000406) reagents and workflow, sequenced on NovaSeq 6000 (Illumina) at Johns Hopkins GRCF, and aligned to mm10. Accessible regions were called with MACS2 (v2.2.7.1) in narrow-peak mode with barcode-aware duplicate removal and Tn5 cut-site correction; ENCODE mm10 blacklist regions were excluded. Peaks were annotated with ChIPseeker (v1.40.0) using TxDb.Mmusculus.UCSC.mm10.knownGene and org.Mm.eg.db, with promoter-proximal regions defined as ± 3 kb of transcription start sites (TSS). Library-level enrichment around TSS was quantified from CPM normalized bigWigs, and FRiP was computed as the fraction of fragments overlapping consensus peaks.

### Sequence modeling and motif characterization.

Gkm–support vector machines (gkm-SVMs) (52) were trained on 300 bp windows centered on ATAC peak summits using standard parameters (l = 11, k = 7). GC- and length-matched negatives were sampled from nonpeak genomic regions. PWMs were derived with gkmPWM (53) in lasso mode (gkmPWMlasso), fitting known PWM libraries with L1-penalized regression to approximate the same weights and rank motifs, providing coefficients indicating each motif’s unique contribution after accounting for redundancy. Best-matching motif entries in the MEME library are listed based on Redundancy (R): maximum Pearson correlation to any other PWM learned in the same run; Weight (W): model contribution score assigned by gkmPWM; Z-score (Z): standardized mean of the highest-weighted gkm; Importance (I): relative increase in model error when removing that PWM.

### Motif scanning and transcription factor binding sites (TFBS) calling.

The top 2 transcription factors (by I score) were mapped to 300-bp sequences with mapTF (53), using the same (l, k) parameters as the trained gkm-SVM models. High-confidence sites in each accessible region were retained using prespecified thresholds (average k-mer posterior probability ≥ 0.90 and model motif correlation ≥ 0.80). Peaks were assigned to genes by nearest-TSS linkage on mm10 using a genome-indexed nearest-neighbor search and labeled promoter-proximal if distance ≤ 3 kb, and distal if otherwise.

### Transcript and protein quantification.

Aortic tissue was homogenized using FastPrep-24 5G (MP Biomedicals) (5 cycles, 4.5 m/s, 30 seconds, 300-second pause, Lysing Matrix A at 1 mg) as described above. RNA was prepared as for bulk RNA-seq, while protein extracts were obtained using the Protein Extraction Kit (Full Moon Biosystems, EXT020) with PhosSTOP tablets (Roche, 04906837001) and cOmplete Mini EDTA-free Protease Inhibitor Cocktail (Roche, 04693159001), and then flash frozen. RNA was quantified by Nanodrop ND-1000 (Thermo Fisher) and 10 ng RNA was used for cDNA synthesis with TaqMan High-Capacity cDNA Reverse Transcription reagents (Applied Biosystems, 4368814). Quantitative PCR was performed in duplicate with TaqMan Universal PCR Master Mix (Applied Biosystems, 4304437) on QuantStudio 7 (Applied Biosystems). TaqMan probes used were: Mm03951035 (*Ar*), Mm01241596 (*Nr3c2*), and Mm99999915 (*Gapdh*). Relative abundance was normalized to *Gapdh* then to untreated adult sex-matched WT controls using the 2^–ΔΔCT^ method. Prepuberty samples were collected P29–P31, postpuberty (adult) samples P58-64.

Immunoblotting (P58–P64 mice) was performed with standard protocols using LI-COR reagents and the LI-COR Odyssey imaging system (LI-COR Biosciences). Primary antibodies directed against β-Actin (8H10D10) (Cell Signaling Technology, 3700) and FASN (Cell Signaling Technology, 3189) were incubated in blocking buffer (LI-COR BioSciences, 927-60001) overnight. IRDye-conjugated secondary antibodies IRDye-680RD goat anti-mouse (LI-COR BioSciences, L926-68070) and IRDye-800CW goat anti-rabbit (LI-COR Biosciences, 926-32211) were used to detect signal for β-actin and FASN, respectively.

### Blood pressure measurement.

Blood pressure was measured by tail cuff plethysmography using Visitech BP-2000, as previously described (5). All blood pressure measurements refer to control mice, as weak adherence of the skin to the tail in VEDS mice precludes assessment via tail cuff plethysmography. Each data point represents average of 10–15 systolic or 3–15 diastolic measurements per mouse. Sex- and age-matched controls were measured concurrently.

### Histological assessment.

Thoracic aortas were perfused, fixed in 4% PFA (EMS, 50-980-487) overnight, transferred to 70% ethanol, and paraffin embedded. Longitudinal sections (5 μm) were stained with PSR (StatLab, KTPSRPT) and imaged at 20× (3 areas per sample, Nikon Eclipse E400). Total collagen was quantified as red channel area/total tissue area (54) using Fiji 1.54 (55).

Sections were also prepared for medial collagen and elastin examination using tdTomato-CNA35 probe (Addgene, plasmid 61606) and Alexa Fluor 633–hydrazide (Invitrogen, A30634), respectively, according to established protocols (46, 47, 56). Entire longitudinal sections were imaged at 20× using Leica Mica Microhub with instant computational clearing; medial collagen and elastin were quantified as area/total medial area using Fiji 1.54. A blinded operator masked adipose, debris, and folds prior to all quantification.

### Measurement of circulating testosterone by ELISA.

Whole blood was collected terminally from the abdominal inferior vena cava (P58–P64 mice, collected between 10 a.m. to 1 p.m.) using 23 G butterfly needle and 3 mL syringe into BD microtainer (catalog 365967). Blood sat 30–60 minutes at room temperature, then was centrifuged (2,000*g*, 20 minutes, 4°C), flash frozen, and stored at –80°C. For each sample, 100 μL of serum was examined with Cayman Chemicals testosterone ELISA kit (Cayman Chemicals, 582701) after diethyl ether extraction per manufacturer’s instructions. Each sample was assayed in triplicate. Outliers (≥3 SD from the mean) were removed before interpolation, and interpolated data Log_10_ transformed for normality.

### Single-nuclei isolation.

Descending thoracic aortas (P59-61, no visible aneurysm/dissection) were flushed with chilled DPBS (Thermo Fisher, J67670-K2), flash frozen at –154°C, and processed using Chromium Nuclear Isolation Kit (10X Genomics, 1000494). Three aortas per treatment group (5 groups) were randomized in batches (1 per group, *n* = 5 per batch), cross-hatched on ice in glass petri dishes, placed in Lysis Buffer (9–12 minutes on ice), and manually homogenized with pestle (10 twists, release, repeat 4×). Samples were resuspended in 1 mL Wash and Resuspension Buffer containing RNase inhibitor, kept on ice until all batch samples were ready, and then centrifuged at 500*g* for 10 minutes at 4°C, resuspended in 50 μL Wash and Resuspension Buffer, and submitted to Johns Hopkins Single Cell & Transcriptomics Core for QC, cDNA, and library synthesis.

### snRNA-seq, alignment, and matrix generation.

Nuclei counts and metrics were determined using Cell Countess II (Thermo Fisher) with DAPI staining. A maximum volume of 86.4 μL/sample was used to target up to 10,000 nuclei. Nuclei were combined with RT reagents, loaded onto 10X Next GEM Chip M with 3’ HT gel beads (10X Genomics, cat 1000281), and processed using the NextGEM protocol on 10X Chromium X to create GEMs (gel beads in emulsion). Approximately 180 μL of emulsion was retrieved, split into 2 wells, incubated (45 minutes at 53°C, 5 minutes at 85°C, cool to 4°C), generating barcoded cDNA from each nucleus. GEMs were broken using Chromium Recovery Agent (10X Genomics, 220016); cDNA was cleaned using MyOne SILANE beads (10X Genomics, 2000048) and amplified for 11 cycles (3 minutes at 98°C; 11 cycles: 15 seconds at 98°C, 20 seconds at 63°C, 1 minute at 72°C; then 1 minute at 72°C, cool to 4°C). Samples were cleaned using 0.6X SPRIselect beads (Beckman Coulter, B23317); 20 μL amplified cDNA was carried into library preparation. Fragmentation, end repair, and A-tailing were completed (5 minutes at 32°C, 30 minutes at 65°C, cool to 4°C); samples were cleaned using double-sided size selection (0.6X, 0.8X) with SPRIselect beads, followed by adaptor ligation (15 minutes at 20°C, cool to 4°C), 0.8X cleanup, and amplification with PCR using unique i7 and i5 index sequences. Libraries underwent final double-sided size selection cleanup (0.6X, 0.8X) with SPRIselect beads, were quantified using Qubit (Thermo Fisher, Q33231) and KAPA library quantification qPCR kit (Roche, 07960140001), and they were sequenced on Illumina NovaSeq 6000 using v1.5 kits (Illumina, 20028319), targeting 50,000 reads/cell at read lengths of 28 (R1), 10 (i7), 10 (i5), 91 (R2). Demultiplexing and FASTQ generation was completed using Illumina’s BaseSpace software; alignment was completed using 10X Genomics CellRanger software (version cellranger-7.1.0) count and aggr functions, aligning to reference transcriptome refdata-gex-mm10-2020-A.

### snRNA-seq analysis.

Analysis was carried out using R (version 4.3.1) and Seurat (version 4.4.0). In total, 127,386 nuclei were identified by CellRanger. Assuming a doublet rate of 5%, 12,284 nuclei were removed using scDblFinder. Nuclei were excluded from downstream analysis if they had < 550 or > 5,000 features; < 1,000 or > 30,000 counts; or > 10% mitochondrial unique molecular identifiers. SCTransform was used to normalize the filtered data. Cluster identification was achieved with FindNeighbors, FindClusters, and RunUMAP. A resolution of 0.1 was used in FindClusters. The data were then logarithmically normalized using NormalizeData in which the assay type was set to “RNA” to visualize transcript(s) expression via DotPlot. Data were then passed through FindVariableFeatures and ScaleData to identify any outliers as well as scale and center features. All the above functions were used with default parameters. FindAllMarkers was used with assay set to “RNA” to identify differentially expressed transcripts between the 4 clusters. Differential expression analysis within a cluster and between 2 specific treatment groups was performed by first subsetting the data and then using FindMarkers with a logfc.threshold = 0.25. All treatment groups were compared with untreated *Col3a1^G938D/+^* mice, and differentially expressed transcripts were reported with corresponding Log_2_FC and adjusted *P* value (Wilcoxon ranked-sum test).

### Passive mechanical testing.

Intact rib cages with descending thoracic aortas from spironolactone-treated (P21–P60) VEDS mice and untreated controls were stored in PBS and shipped in dry-ice overnight to Northeastern University. Testing was performed according to established protocols (57) using a custom computer-controlled device. Aortas were subjected to pressurization cycles (10–140 mmHg) while axially extended at the crossover stretch or ± 5% thereof, and axial extension cycles to reach axial forces between 0 and 4 g while pressurized at 10, 60, 100, and 140 mmHg. Luminal pressure, outer diameter, axial stretch, and axial force were recorded. Unloaded thickness was measured on rings excised after testing. Estimated parameters for a 4-fiber family constitutive model were used to predict stretch, stress, and stiffness at 120 mmHg luminal pressure and crossover axial stretch, alongside cyclic distensibility between 80 and 120 mmHg. Data from male and female samples were combined based on published evidence of no sex-dependent differences in geometry-independent mechanical response (e.g., stretch, stress, stiffness, energy, distensibility) of the descending thoracic aorta in young mice (58).

### Code availability.

R scripts used for the snRNA-seq analysis are accessible through the GitHub repository at https://gist.github.com/LedaRestrepo/3a3f0d0db62e32f2d1d0db76a785cbee Code for ATAC-seq data analysis can be accessed through the GitHub repository at https://gist.github.com/LedaRestrepo/3a3f0d0db62e32f2d1d0db76a785cbee

### Statistics.

Analyses were performed using GraphPad Prism 10.4.2. Kaplan-Meier survival curves were compared using the Log-rank (Mantel-Cox) test. Deaths were recorded when vascular events were confirmed by hemothorax/hemoperitoneum at necropsy; mice euthanized for malocclusion, fight wounds, or genital prolapse were censored. Nonsurvival data are presented as mean ± SEM. Outliers were removed using the ROUT test (Q = 2% for qPCR, PSR, elastin, testosterone; Q = 1% for blood pressure). Normality was tested with Kolmogorov-Smirnov (if *n* ≥ 5 all groups) or Shapiro-Wilk (if *n* < 5 for any group). Normal data (≥ 3 groups) were examined using 1- or 2-way ANOVA with Šídák’s or Tukey’s post hoc test, as indicated in figure legends. Nonnormal data (≥ 3 groups) were examined using Kruskal-Wallis with Dunn’s post hoc test. Data generated by mechanical testing was examined with the nonparametric Mann-Whitney *U* test.

### Study approval.

All animal experiments were approved by the Johns Hopkins IACUC and were performed with adherence to their guidelines.

### Data availability.

The data that support the findings of this study are available in the main text or the supplemental materials; values for all data points in graphs are reported in the Supporting Data Values file. FASTQ files for bulk RNA-seq, snRNA-seq, and ATAC-seq are available in the Gene Expression Omnibus (GEO) repository under accession nos. GSE297353, GSE288058, and GSE315744.

## Author contributions

EEJ performed the majority of experiments, analyzed bulk-RNA-seq and snRNA-seq data, and wrote the first draft of the manuscript. CJB generated mouse models used for the study, established the rationale for the work, and assisted with data analysis and interpretation. RE performed all histological analyses and related quantification. LR performed and analyzed ATAC-seq data with code generated by DTS and MAB, who also oversaw the analysis. SL performed and analyzed all passive biomechanical experiments under supervision and guidance by CB. CAP provided bioinformatics support and assisted with ELISA experiments. AZ performed qPCR experiments. Both CAP and AZ contributed to data interpretation. MMB performed and analyzed immunoblots. OERG and EEB assisted with analysis of bulk RNA-seq and snRNA-seq data. OERG also assisted with drafting of the manuscript and data interpretation. HCD secured funding. HCD and EGM codirected the study, oversaw experimental design and planning, supervised data interpretation, and wrote and edited the manuscript with input from all authors. All authors reviewed and approved the final manuscript.

## Conflict of interest

CJB and HCD have submitted patent applications for pharmacological treatment of vascular Ehlers-Danlos syndrome (US Patent 11938135, US Patent Application 18/024,662).

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- DEFY Foundation to EEJ and HCD.
- Daskal Family Foundations to HCD.
- Marfan Foundation to EGM.
- NIH (1R01HL168473-01 to CB).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
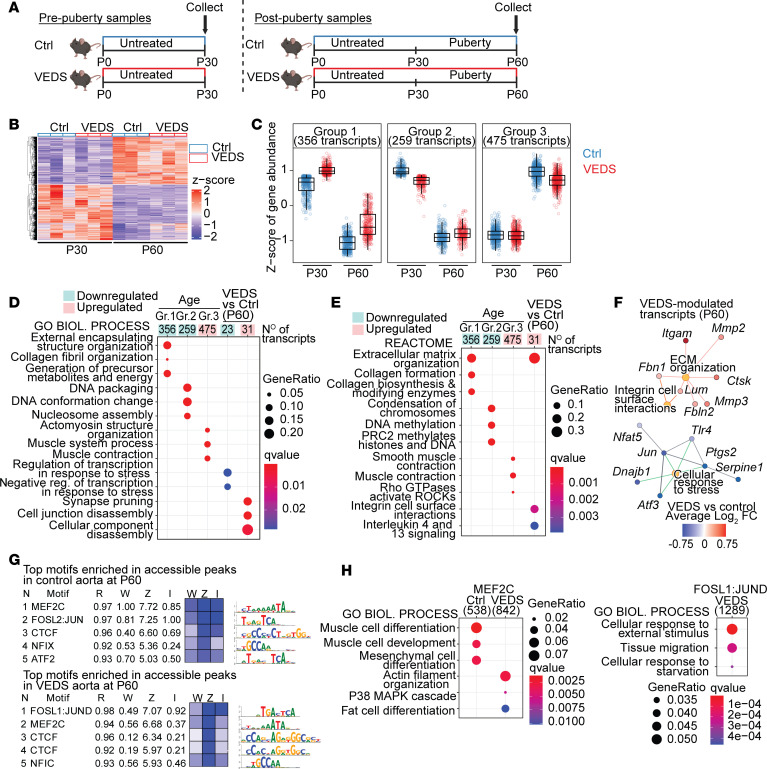
Increased risk of aortic rupture in VEDS mice correlates with postnatal downregulation of synthetic programs and VSMC differentiation. (**A**) Diagram of experimental conditions for bulk RNA-seq of descending thoracic aorta from untreated control *Col3a1^+/+^* (Ctrl) and *Col3a1^G938D/+^* (VEDS) mice. (**B**) Heatmap of differentially expressed transcripts between P30 (prepuberty) and P60 (postpuberty) in Ctrl and VEDS samples (FDR ≤ 0.05, abs Log_2_FC ≥ 0.25). (**C**) Divisive clustering identified 3 major groups of coregulated genes. (**D** and **E**) GO biological process (**D**) and Reactome (**E**) enrichment for coregulated transcripts and genotype-dependent genes at P60. (**F**) STRING networks of enriched terms and transcripts in VEDS versus control aorta at P60. Node colors indicate expression in VEDS: red (upregulated), blue (downregulated). (**G**) Heatmap and logos of top motifs enriched in accessible chromatin regions (ATAC-seq) in control or VEDS aorta, determined by gkm-PWM algorithm. Heatmap shows Redundancy (R), Weight (W), *z* score (Z), and Importance (I). (**H**) GO biological process enrichment for genes near indicated transcription factor binding sites. For **D**, **E**, and **H**: GeneRatio = proportion of genes in pathway/term; *q*-value = FDR-adjusted *P*-value (cutoff *P* ≤ 0.05); top 3 pathways/terms shown.

**Figure 2:**
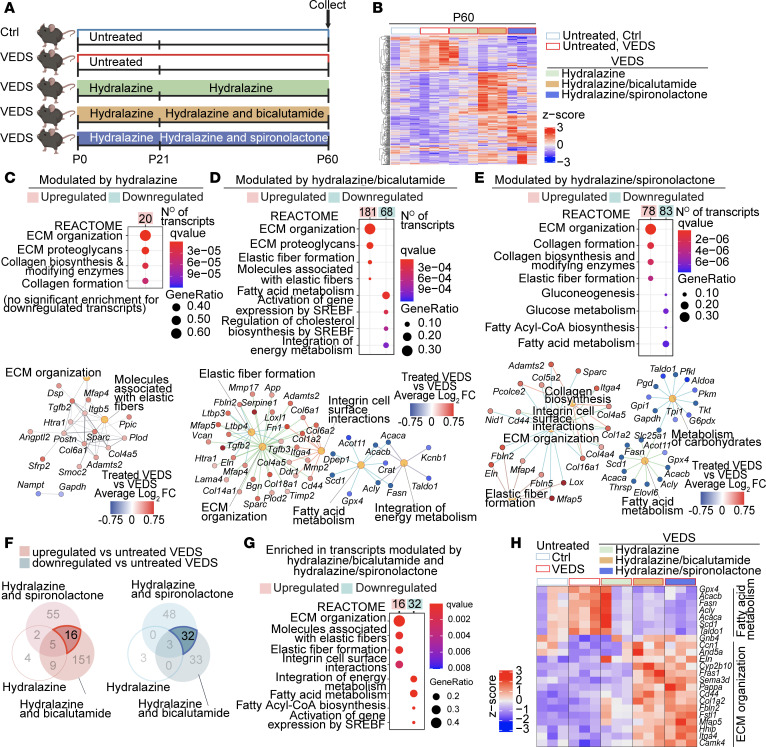
Coadministration of hydralazine with androgen inhibitors induces upregulation of transcripts promoting ECM deposition. (**A**) Diagram of experimental conditions for bulk RNA-seq of descending thoracic aorta from treated and untreated *Col3a1^G938D/+^* (VEDS) mice and untreated *Col3a1^+/+^* controls (Ctrl). (**B**) Heatmap of differentially expressed transcripts across all samples (FDR ≤ 0.05). (**C**–**E**) Reactome pathway enrichment and STRING networks of transcripts modulated by hydralazine (**C**), hydralazine/bicalutamide (**D**), and hydralazine/spironolactone (**E**). Network nodes colored by expression change in treated versus untreated VEDS: red (upregulated), blue (downregulated). (**F**) Venn diagram of transcripts modulated by each treatment versus untreated VEDS aorta. (**G**) Pathway enrichment for transcripts concordantly modulated by both hydralazine/bicalutamide and hydralazine/spironolactone. (**H**) Heatmap of concordantly modulated transcripts. For **C**–**E**, and **G**: GeneRatio = proportion of genes in pathway/term; *q* value = FDR-adjusted *P* value (*P* ≤ 0.05); top 4 pathways shown.

**Figure 3:**
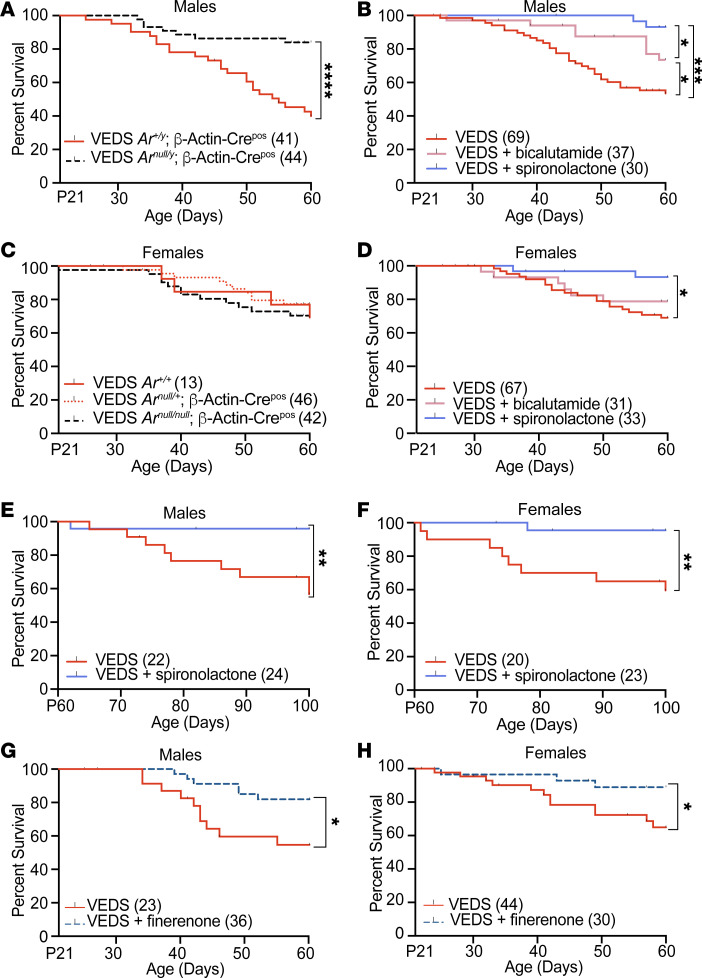
AR antagonism eliminates sexual dimorphism in survival, while MR antagonism protects VEDS mice of either sex from aortic rupture. (**A**) Kaplan-Meier survival curve comparing control *Ar^+/y^*; β-actin–Cre^+^ (*n* = 41) and VEDS *Ar^null/y^*; β-actin–Cre^+^ (*n* = 44) male mice. (**B**) Kaplan-Meier survival curve comparing untreated male VEDS mice (*n* = 69) and bicalutamide- (*n* = 37) or spironolactone- (*n* = 30) treated (P21-P60) male VEDS mice. (**C**) Kaplan-Meier survival curve comparing VEDS *Ar^+/+^* (*n* = 13), VEDS *Ar^null/+^*; β-actin–Cre^+^ (*n* = 46), and VEDS *Ar^null/null^*; β-actin– Cre^+^ (n = 42) female mice. (**D**) Kaplan-Meier survival curve comparing untreated female VEDS mice (*n* = 67) and bicalutamide- (*n* = 33) or spironolactone-treated (*n* = 33) (P21–P60) female VEDS mice treated. (**E**) Kaplan-Meier survival curve comparing untreated male VEDS mice (*n* = 22) and male VEDS mice treated with spironolactone starting at P60 (*n* = 24). (**F**) Kaplan-Meier survival curve comparing untreated female VEDS mice (*n* = 20) to female VEDS mice treated with spironolactone starting at P60 (*n* = 23). (**G**) Kaplan-Meier survival curve comparing untreated male VEDS mice (*n* = 23) and finerenone-treated (P21–P60) male VEDS mice (*n* = 36). (**H**) Kaplan-Meier survival curve comparing untreated female VEDS mice (*n* = 44), and finerenone-treated (P21–P60) female VEDS mice (*n* = 30). *P* values refer to Log-rank Mantel-Cox analysis. For all panels, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

**Figure 4:**
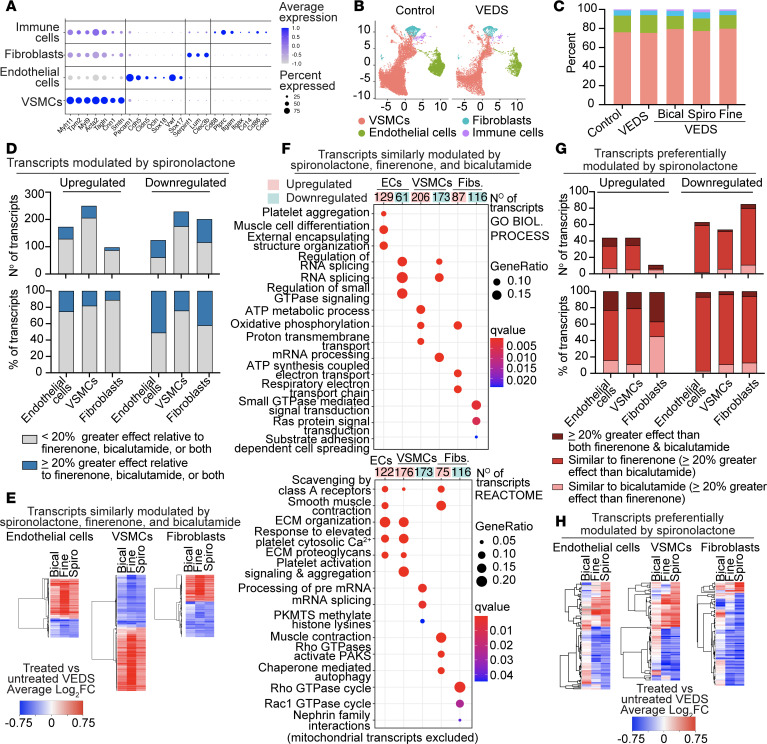
AR/MR inhibition upregulates transcripts promoting ECM deposition and aerobic respiration, and downregulates transcripts related to Rho/Rac signaling and alternative mRNA splicing in multiple cell-types. (**A**) Dot plot of cluster-defining transcripts for cluster identity. Dot color intensity indicates scaled average expression; dot size shows percentage of nuclei expressing each transcript per cluster. (**B**) Unsupervised clustering (Louvain resolution 0.1) identifies 4 major aortic cell populations: vascular smooth muscle cells (VSMCs), endothelial cells, fibroblasts, and immune cells, stratified by genotype (control versus VEDS). (**C**) Stacked bar plot showing nuclei proportion per cluster and no significant differences between treatment groups (2-way ANOVA). (**D**) Numbers and percentages of transcripts similarly modulated by spironolactone, finerenone, and bicalutamide or preferentially by spironolactone versus one or both other treatments (|Log_2_FC| ≥ 0.25, *P*_adj_ ≤ 0.05). (**E**) Heatmap and hierarchical clustering of transcripts similarly modulated by isolated or dual AR/MR antagonism. Expression in spironolactone (Spiro)-, finerenone- (Fine-), and bicalutamide-treated (Bical-treated) samples shown relative to untreated VEDS aorta. (**F**) GO biological process (ribosomal transcripts excluded) and Reactome (ribosomal and mitochondrial transcripts excluded) pathway enrichment for transcripts modulated by isolated or dual AR/MR antagonism. GeneRatio = proportion of transcripts in term set; *q* value = FDR-adjusted *P* value (*P* ≤ 0.05). (**G**) Numbers and percentages of transcripts preferentially modulated by spironolactone versus finerenone, bicalutamide, or both in major aortic cell types. (**H**) Heatmap of transcripts from **G**. For **E** and **H**: red = upregulated; blue = downregulated versus untreated VEDS.

**Figure 5:**
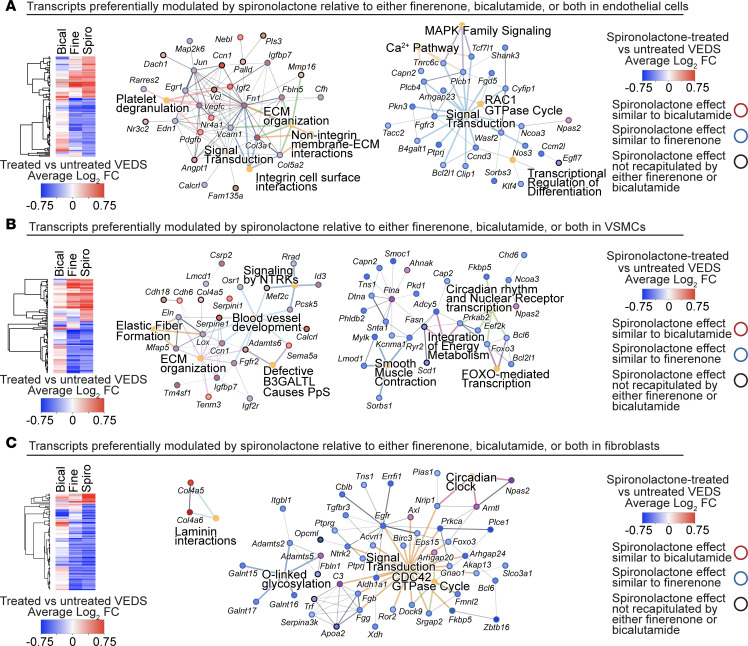
Pathways enriched within transcripts preferentially modulated by spironolactone overlap with those modulated in a comparable manner by isolated AR or MR antagonisms. (**A**–**C**) Heatmaps and STRING networks of enriched terms for transcripts preferentially modulated by spironolactone versus finerenone, bicalutamide, or both in endothelial cells (**A**), VSMCs (**B**), and fibroblasts (**C**). Heatmaps show expression in spironolactone- (Spiro-), finerenone- (Fine-,) and bicalutamide-treated (Bical-treated) samples relative to untreated VEDS aorta. Network nodes colored by expression change in spironolactone-treated versus untreated VEDS: red (upregulated), blue (downregulated). Node borders indicate whether spironolactone effect is recapitulated by bicalutamide (dark red), finerenone (blue), or neither (black). Magnified heatmaps are shown in Supplemental Figures 8–10.

**Figure 6:**
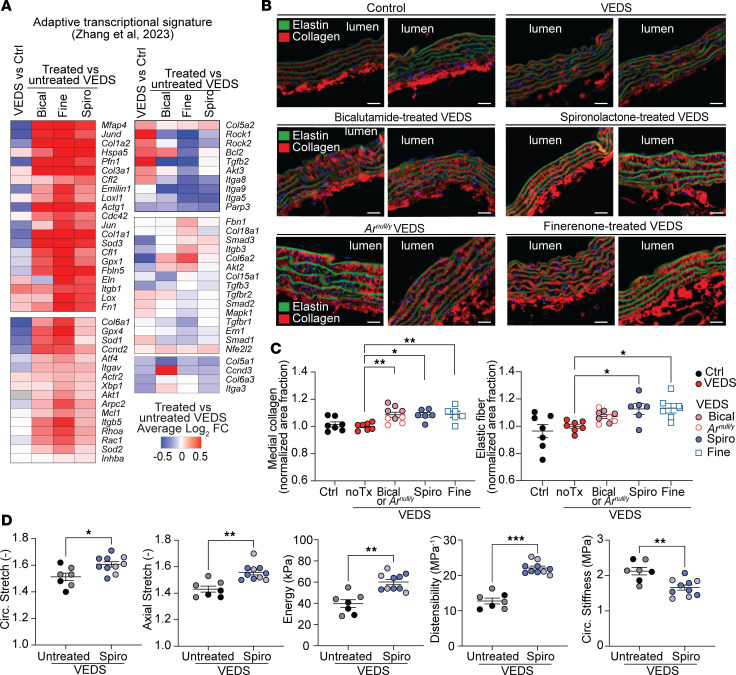
AR/MR antagonism upregulates adaptive transcriptional signature in VSMCs, increases medial collagen and elastin content, and alters the passive mechanical properties of the aorta in VEDS mice. (**A**) Heatmap of transcripts previously associated with adaptive response to mechanical stress in aneurysmal aorta (44). Expression is shown in VSMCs from VEDS versus control aorta, and spironolactone (Spiro)-, finerenone (Fine)-, and bicalutamide (Bical)-treated versus untreated VEDS mice. Red = upregulated; blue = downregulated. (**B**) Representative aortic sections from descending aorta of untreated control, untreated VEDS, and VEDS males treated with spironolactone, finerenone, or bicalutamide or with genetic *Ar* inactivation. Images show elastin (Alexa Fluor 633 hydrazide, green) and collagen (tdTomato-CNA35, red). Scale bar: 20 μm. (**C**) Quantification of medial collagen and elastic fiber content (normalized to the average value for untreated VEDS) in the descending thoracic aorta of male untreated control (*n* = 7) and VEDS (*n* = 7) mice, spironolactone- (Spiro-) (*n* = 6) or finerenone-treated (Fine-treated) (*n* = 6) treated VEDS mice, VEDS mice following genetic (*Ar^null/y^*, *n* = 4), or pharmacological (Bical, *n* = 5) androgen receptor inhibition. Each symbol represents an individual replicate; *P* value refers to 1-way ANOVA with Šídák post hoc test. (**D**) Passive biomechanical properties of descending thoracic aortas from untreated (*n* = 7) and spironolactone-treated (*n* = 10) VEDS mice under physiological pressure loads. Each symbol represents an individual replicate; light shading represents females. *P* value refers to Mann-Whitney *U* test. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

# Supplementary material for: Steroid hormone antagonism affords vascular protection in a mouse model of vascular Ehlers-Danlos syndrome
**Source:** JCI Insight. 2026 Apr 28;11(12):e198202. doi: 10.1172/jci.insight.198202
**Supplement:** Supplemental data

**A**

Control aorta at P60

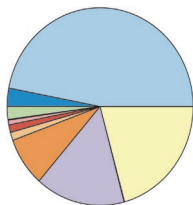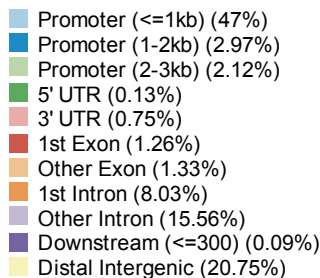

VEDS aorta at P60

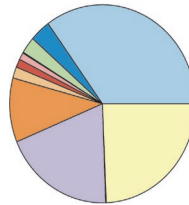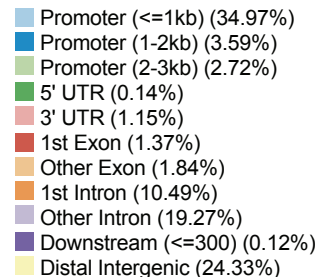**B**Motifs enriched in accessible peaks  
in control aorta at P60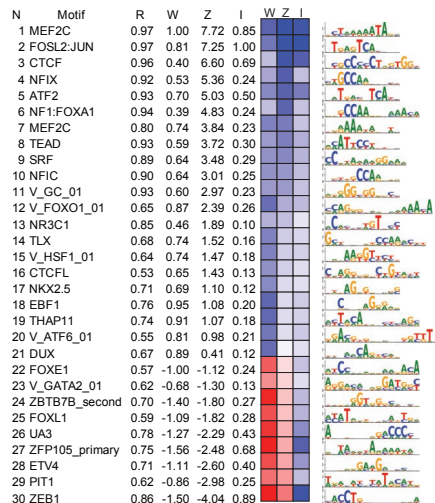Motifs enriched in accessible peaks  
in VEDS aorta at P60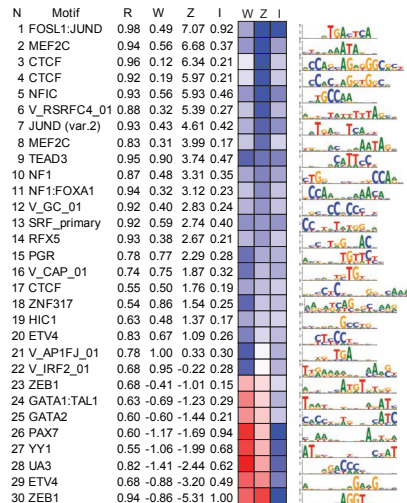**Supplemental Figure 2. Control and VEDS aorta show similar chromatin accessibility profiles and motif enrichment.**

(A) Distribution of pseudo bulk-ATAC peak locations for control (23,507 peaks) and VEDS (19,306 peaks). 

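After merging of overlapping peaks, the libraries of a genotype gave 21861 peaks in control and 41496 in VEDS, a log2 ratio of VEDS to control of 0.92. The ratio ran in opposite directions in females (log2 ratio −5.39) and males (5.07). Within the runs of library names it was −1.29 for VEDS female against control male and 0.97 for VEDS male against control female. Leaving out the VEDS male library moved the ratio most, to −5.44, with 504 VEDS peaks left. Without the control female library 1236 control peaks were left. With a −log10 q of at least 5 there were 16331 control and 33215 VEDS peaks, and with at least 10, 8965 and 22639. The merged peaks found in both libraries of a genotype were 506 in control and 426 in VEDS.
Peaks were then placed in the categories of the distribution, in ChIPseeker's order of priority, with the distance from the peak edge to the nearest TSS. The downstream category here ends at 300 bp and not at the 3 kb of the legend, so that it is not the same category. In control, 48.3% of merged peaks were within 1 kb of a TSS (95% Wilson interval 47.7 to 49.0), 3.87% at 1 to 2 kb and 2.94% at 2 to 3 kb. In VEDS these shares were 38.0% (37.6 to 38.5), 4.82% and 3.73%. First introns held 10.6% of control and 13.7% of VEDS peaks, other introns 11.5% and 14.2%, other exons 0.997% and 1.501%, and 3′ UTRs 0.645% and 1.06%. The 5′ UTR held 0.0549% and 0.0795%, first exons 0.0274% and 0.0506%, and the downstream category 0.160% and 0.236%. Distal intergenic peaks made up 20.9% in control (20.3 to 21.4) and 22.6% in VEDS (22.2 to 23.0). For promoter peaks within 1 kb and for distal intergenic peaks, the libraries of a genotype differed more from each other than the genotypes did. In other introns this held for VEDS (7.74% of the female and 14.3% of the male list) but not for control (11.5% and 11.2%). Promoter peaks within 1 kb were 49.8% of the control female list and 22.3% of the control male, 50.8% of the VEDS female and 38.1% of the VEDS male. Distal intergenic peaks were 19.3%, 51.5%, 30.8% and 22.5% of these lists, in the same order. For the promoter share, the filter on masked bases moved the control male value most, to 64.2% of the 371 peaks with at most 50% of their bases masked (59.1 to 68.9), an alternative chosen after seeing the data. At equal list size, 82.3% of control female and 81.2% of VEDS male peaks were within 1 kb of a TSS.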

Categories: promoter ( $\leq 1\text{ kb}$ , 1–2 kb, 2–3 kb), 5'/3'UTR, 1st/other exon, 1st/other intron, downstream ( $\leq 3\text{ kb}$ ), and distal intergenic. 

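As a ranking without a list of known motifs, all 8192 7-mers (counted with their reverse complements) were ordered by the z of the difference in the share of windows that hold them between summit windows and GC-matched windows. This ranks short sequences by their frequency and is not the gkmPWM weight. The AP-1 7-mer TGACTCA ranked first in the VEDS male library (z of 68.6) and at 7 in the control female (z of 52.9). In the short lists it ranked at 2621 (VEDS female) and 7990 (control male). Of the 47 7-mers that fit the MEF2 consensus, the best, AAAATAG, ranked at 9 in the VEDS male library (in 7.36% of windows and 2.74% of matched windows) and at 19 in the control female (7.13% and 2.30%). The best of 47 7-mers would be at about rank 171 by chance. CTAATAA was the best MEF2 7-mer in the control male (rank 23) and VEDS female (rank 95) libraries. The control male rank was not robust. CTAATAA shares most of its sequence with 7-mers of higher rank there, ACCTAAT (rank 6) and CCTAATA (rank 7). The filter on masked bases, chosen after seeing the data, moved the best MEF2 rank there to 805. In the VEDS female library it was 128 with the filter. Without the filter, the median rank of all 47 was 5795 in control male and 4006 in VEDS female. It was 3066 in control female and 2913 in VEDS male. The highest 7-mers in the control female library were ACTTCCG, a core of ETS family sites, followed by the GC-rich CCGCCCC, CCCGCCC and GGGCGGA, and these 4 held ranks 2 to 5 in the VEDS male library. Equal list size moved the AP-1 rank of the long lists most, to 5844 in the control female and 4847 in the VEDS male library. In peaks farther than 3 kb from a TSS, AP-1 ranked first in both long lists, in 18.7% of control female windows (4.74% of matched windows) and 15.5% of VEDS male windows (4.84%). The best MEF2 7-mer there ranked at 2 in the control female library and at 4 in the VEDS male. For the merged peaks of each genotype, AP-1 ranked at 8 in control and first in VEDS. Without the control female library its control rank was 7990, and without the VEDS male library its VEDS rank was 2621.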

(B) Top motif families and logos preferentially enriched in accessible chromatin regions in control and VEDS aorta. Heatmap shows Redundancy (R), Weight (W), Z-score (Z), and Importance (I). Position weight matrices (PWM) learned de novo from gkm-SVM weight vectors using gkmPWM algorithm with 300-bp summit-centered windows ( $l=11$ ,  $k=7$ ). R = maximum Pearson correlation to other PWMs; W = gkmPWM model contribution score; Z = standardized mean of highest-weighted gkm; I = relative model error increase when removing that PWM.

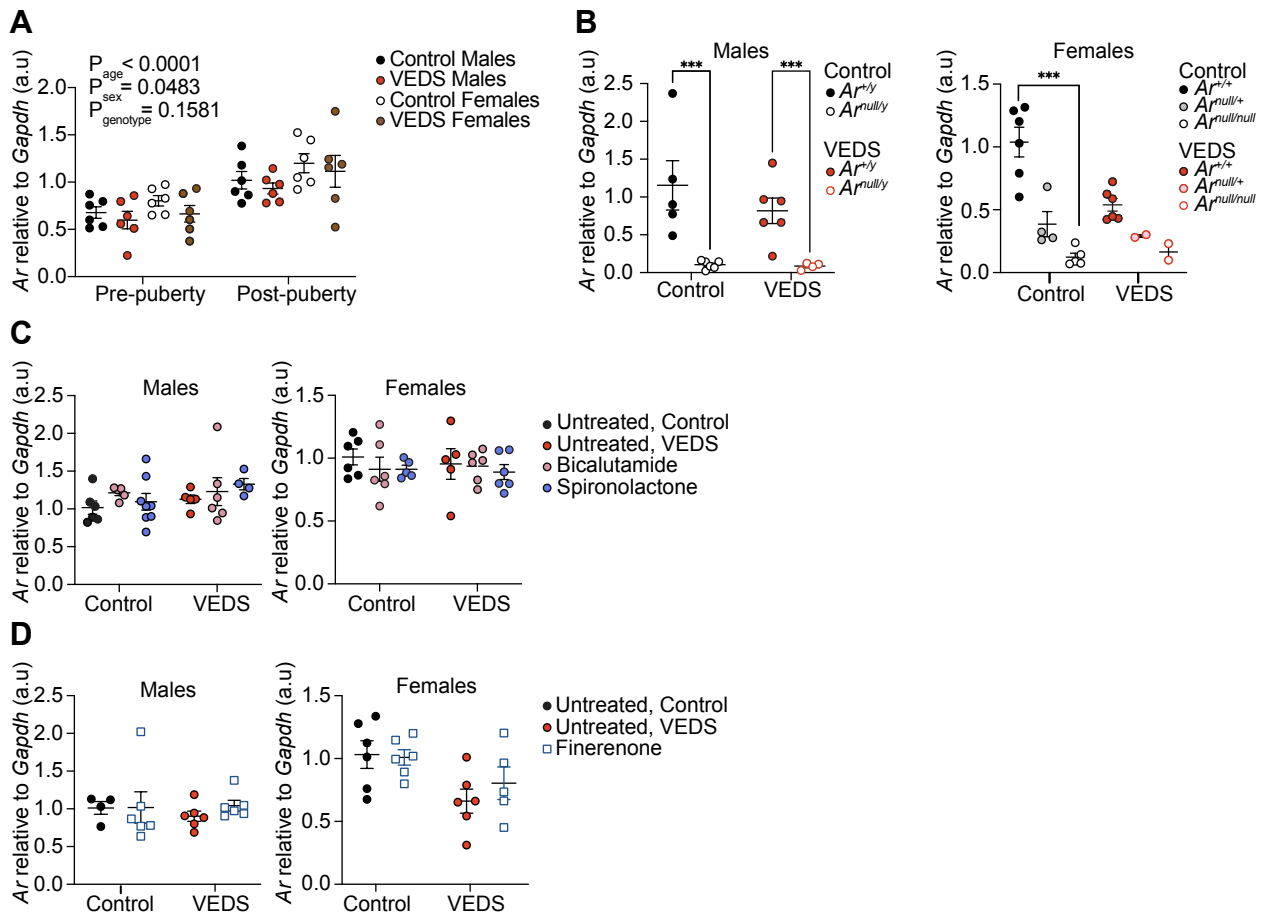

**Supplemental Figure 3. Effect of AR/MR antagonism on *Ar* expression in the descending thoracic aorta.**

(A) *Ar* expression (qPCR, relative to *Gapdh*) at P30 and P60 in male and female control and VEDS mice, normalized to post-puberty control males (N = 6 per group). P-values refer to three-way ANOVA with Tukey's post hoc test. (B) *Ar* expression in adult mice (qPCR, relative to *Gapdh*), normalized to control  $Ar^{+/y}$  (males) or  $Ar^{+/+}$  (females). Males: control  $Ar^{+/y}$  (N = 6), control  $Ar^{null/y}$  (N = 4), VEDS  $Ar^{+/y}$  (N = 6), VEDS  $Ar^{null/y}$  (N = 4); P-values refer to two-way ANOVA with Dunn-Šidák post hoc test; \*\*\* =  $P \leq 0.001$ . Females: control  $Ar^{+/+}$  (N = 6), control  $Ar^{null/+}$  (N = 4), control  $Ar^{null/null}$  (N = 4), VEDS  $Ar^{+/+}$  (N = 6), VEDS  $Ar^{null/+}$  (N = 2), VEDS  $Ar^{null/null}$  (N = 2); P-values refer to Kruskal-Wallis with Dunn's post hoc test; \*\*\* =  $P \leq 0.001$ . (C) *Ar* expression in adult mice (qPCR, relative to *Gapdh*), normalized to sex-matched untreated controls. Males: N = 6 except spironolactone-treated controls (N = 8), untreated VEDS (N = 5), spironolactone-treated VEDS (N = 4). Females: N = 6 except spironolactone-treated controls (N = 5), untreated VEDS (N = 5). No significant differences noted via two-way ANOVA with Dunn-Šidák post hoc test. (D) *Ar* expression in adult mice (qPCR, relative to *Gapdh*), normalized to sex-matched untreated controls (N = 6 except untreated control males N = 4, finerenone-treated females N = 5). No significant differences noted via Kruskal-Wallis with Dunn's post hoc test (males) or two-way ANOVA with Dunn-Šidák post hoc test (females). All samples were assessed at P60. For all panels, each symbol represents an independent biological sample, the horizontal bar represents the median value, and the error bars represent the standard error of the mean.

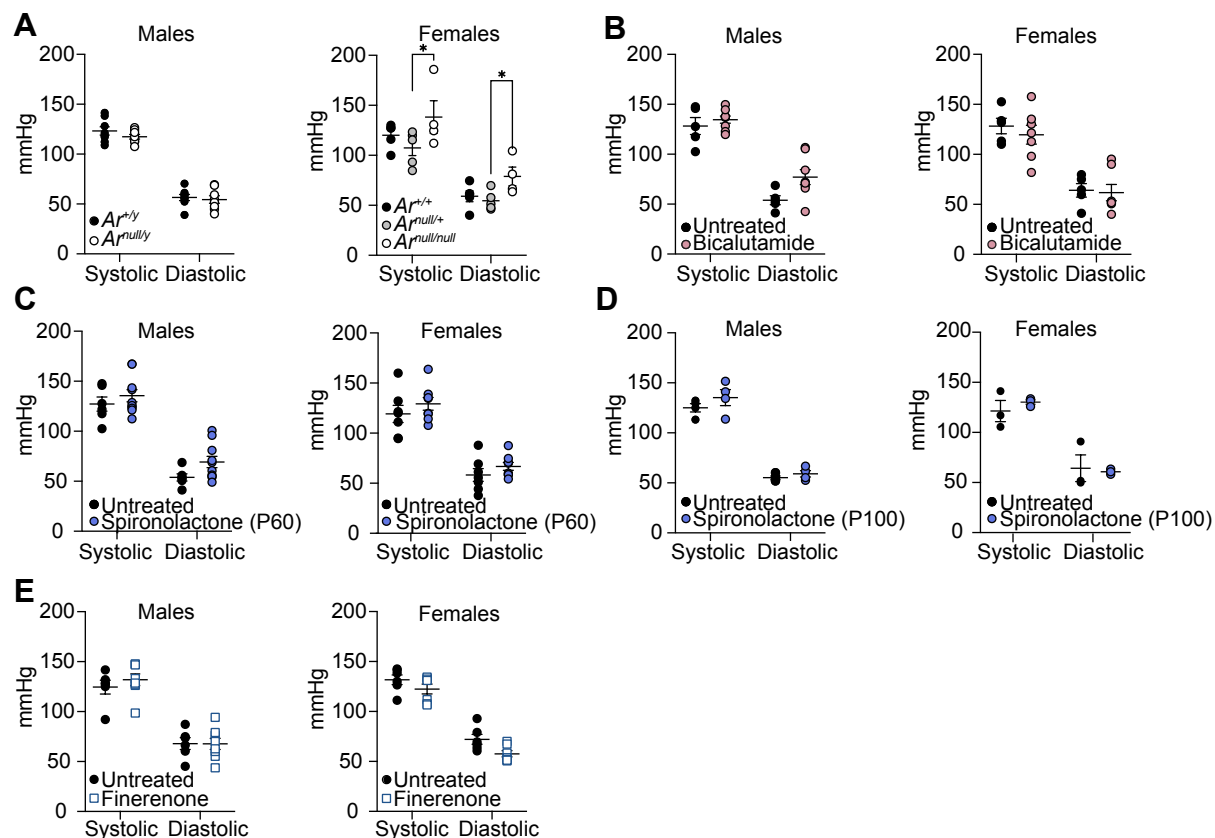

**Supplemental Figure 4. Effect of AR or MR antagonism on hemodynamic parameters in control *Col3a1*<sup>+/+</sup> mice.**

(A) Blood pressure measurements for  $Ar^{+/y}$  (N = 8) and  $Ar^{null/y}$  male mice (N = 8), and  $Ar^{+/+}$  (N = 5),  $Ar^{null/+}$  (N = 6), and  $Ar^{null/null}$  female mice (N = 4). (B) Blood pressure measurements of untreated and bicalutamide-treated male and female mice (P21 to P60) mice, N = 5 for all groups. (C) Blood pressure measurements comparing untreated mice (males N = 6, females N = 7) to spironolactone-treated (P21 to P60) mice (males N = 10, females N = 8). (D) Blood pressure measurements comparing untreated mice (males N = 4, females N = 3) to mice treated with spironolactone from P60 to P100 (males N = 4, females N = 3). (E) Blood pressure measurements comparing untreated mice (males N = 6, females N = 6) to mice treated with finerenone from P21 to P60 (males N = 8, females N = 7). Blood pressures were measured at P60 for panels (A), (B), (C), and (E) and at P100 for (D). Significance was assessed with two-way ANOVA followed by Dunn-Šidák post-hoc test for all panels except females in panel (B) which used a Kruskal-Wallis test with Dunn's multiple comparisons post hoc test; \* =  $P \leq 0.05$ . For all panels, each symbol represents an independent biological sample, the horizontal bar represents the median value, and the error bars represent the standard error of the mean.

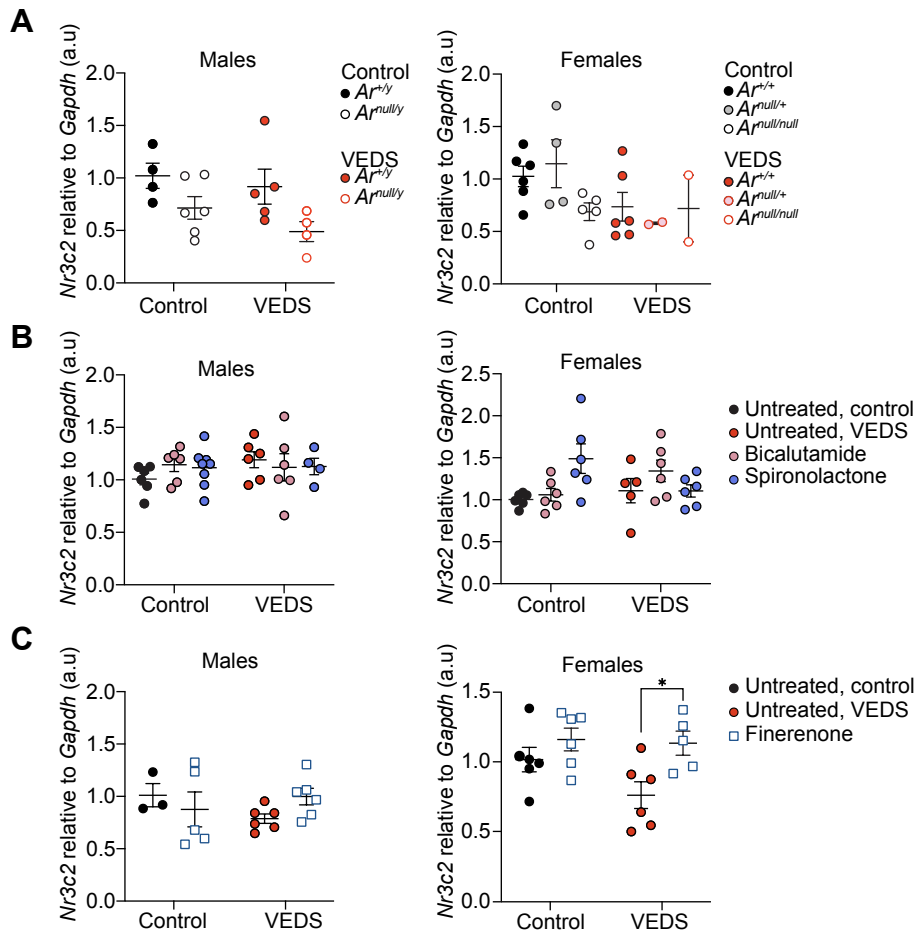

**Supplemental Figure 5. Effect of pharmacological AR/MR on MR expression in the descending thoracic aorta.**

(A) *Nr3c2* expression (qPCR, normalized to *Gapdh*) in the descending thoracic aorta of adult mice. Controls (males, N = 6; females, N = 6), control *Ar<sup>null/y</sup>* (males N = 4), VEDS (males, N = 6; females, N = 6), VEDS *Ar<sup>null/y</sup>* (males, N = 6), control *Ar<sup>null/+</sup>* (females, N = 4), control *Ar<sup>null/null</sup>* (females, N = 4), VEDS *Ar<sup>null/+</sup>* (females, N = 2), VEDS *Ar<sup>null/null</sup>* (females, N = 2). (B) *Nr3c2* expression in adult mice by genotype and treatment (N = 6 except for spironolactone-treated control males N = 8, spironolactone-treated VEDS males N = 4). (C) *Nr3c2* expression in adult mice treated with finerenone or untreated. Untreated controls (males, N=3; females, N = 6), finerenone-treated controls (males, N = 5; females, N = 6), untreated VEDS (males, N = 6; females, N = 5), finerenone-treated VEDS (males, N = 6; females, N = 5). Data are normalized to the median value of sex-matched untreated controls. Significant differences were calculated using two-way ANOVA followed by Dunn-Šidák post-hoc test for all panels except females in panel (A) which used a Kruskal-Wallis test with Dunn's multiple comparisons post-hoc test; \* =  $P \leq 0.05$ . All samples were assessed at P60. For all panels, each symbol represents an independent biological sample, the horizontal bar represents the median value, and the error bars represent the standard error of the mean.

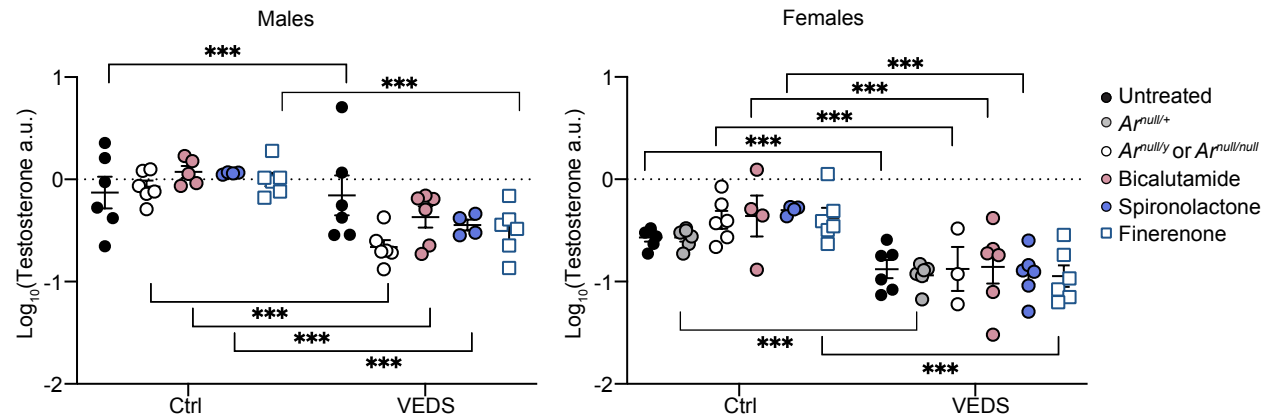

### Supplemental Figure 6. Testosterone decreases with genotype but not treatment regimen.

Testosterone concentration as assessed by ELISA in serum from adult male and female mice normalized to the mean of untreated control (Ctrl) male samples. Male samples: N = 6 for all groups except untreated (N = 5), bicalutamide-treated (N = 5), and spironolactone-treated (N = 4) controls, untreated VEDS (N = 5), and spironolactone-treated VEDS (N = 4). Female samples: N = 6 for all groups except untreated (N = 5), bicalutamide-treated (N = 3), and spironolactone-treated (N = 4) controls, and VEDS *Ar*<sup>null/null</sup> (N = 3). Significant differences were assessed using two-way ANOVA with Tukey's multiple comparisons post-hoc test; \*\*\* = P ≤ 0.001. Each symbol represents an independent biological sample, the horizontal bar represents the median value, and the error bars represent the standard error of the mean.

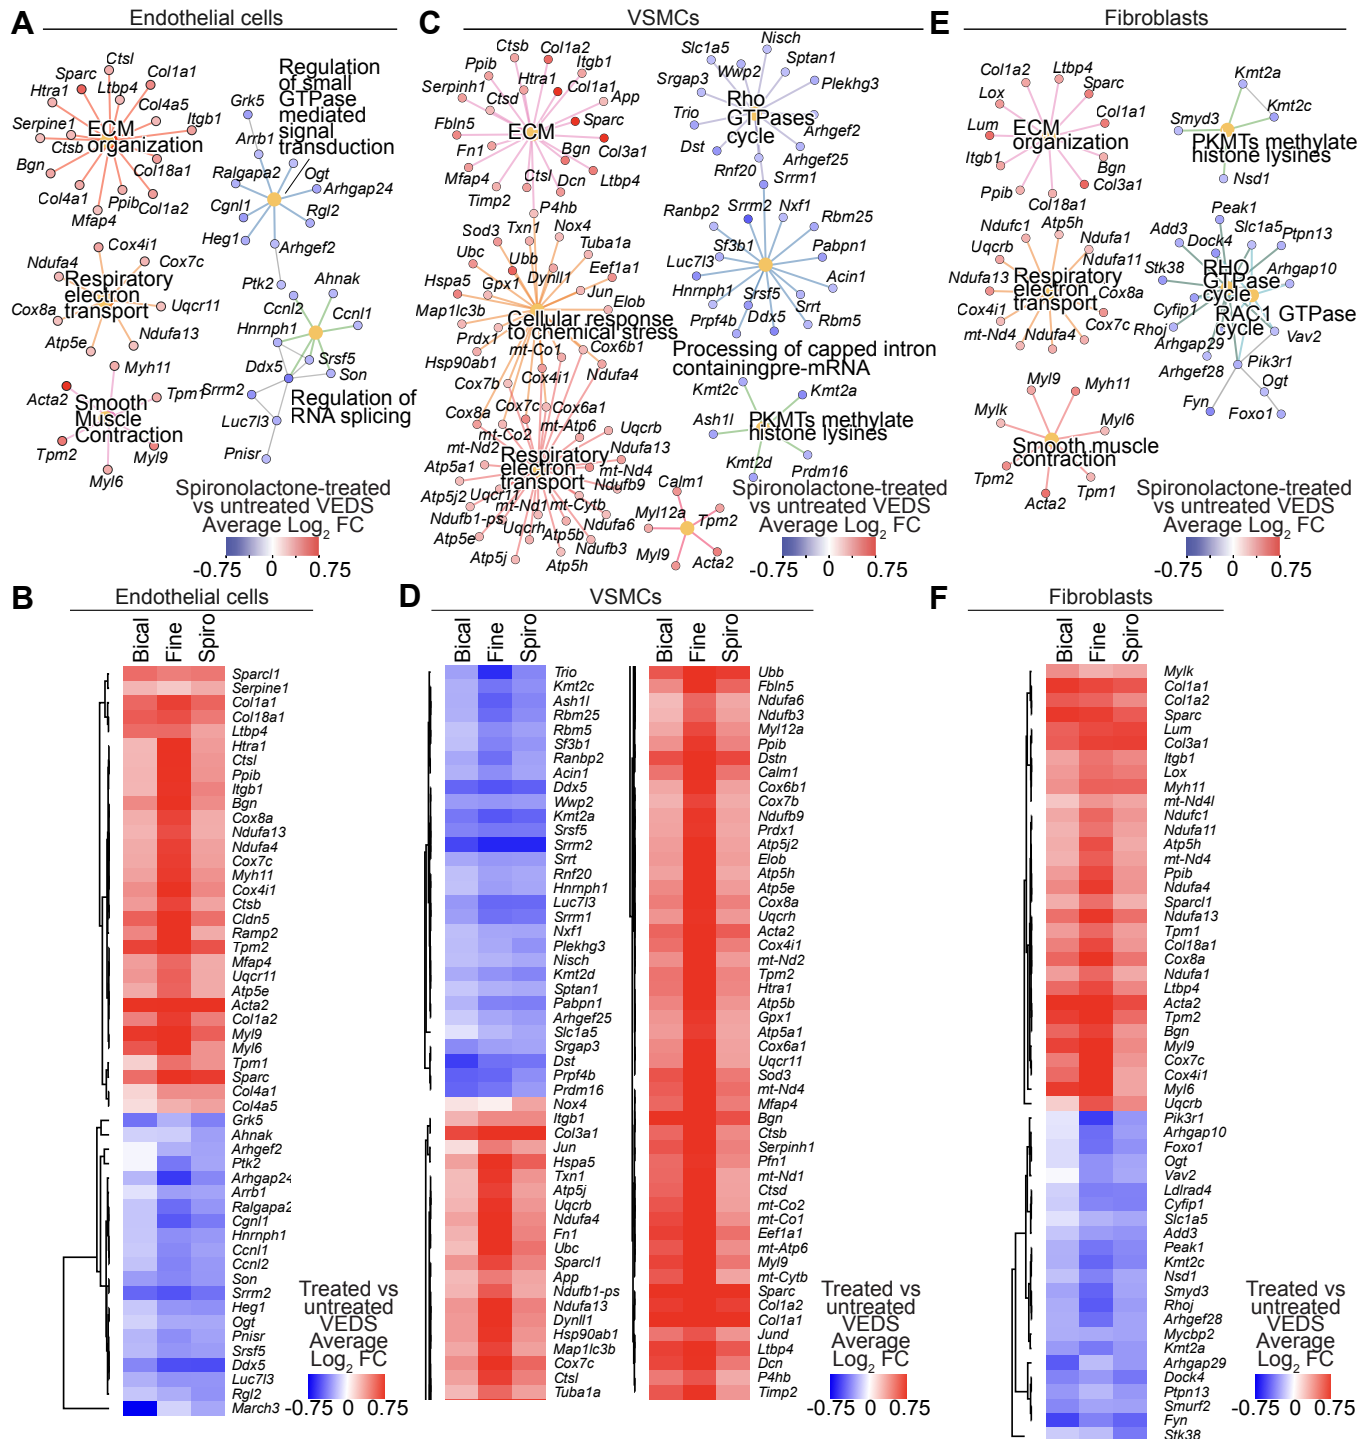

**Supplemental Figure 7. Enriched terms and transcripts modulated in a similar manner by spironolactone, finerenone, and/or bicalutamide in major aortic cell types.**

Enriched terms for transcripts similarly modulated by isolated or dual AR/MR inhibition (<20% difference in spironolactone effect vs. other treatments) in endothelial cells (**A**, **B**), VSMCs (**C**, **D**), and fibroblasts (**E**, **F**). Network nodes (**A**, **C**, **E**) colored by expression change in spironolactone-treated vs. untreated VEDS aorta. Heatmaps (**B**, **D**, **F**) show expression in spironolactone (Spiro)-, finerenone (Fine)-, and bicalutamide (Bical)-treated samples relative to untreated VEDS aorta. Red = upregulated; blue = downregulated.

**A** Transcripts preferentially downregulated by spironolactone relative to either finerenone, bicalutamide, or both in endothelial cells

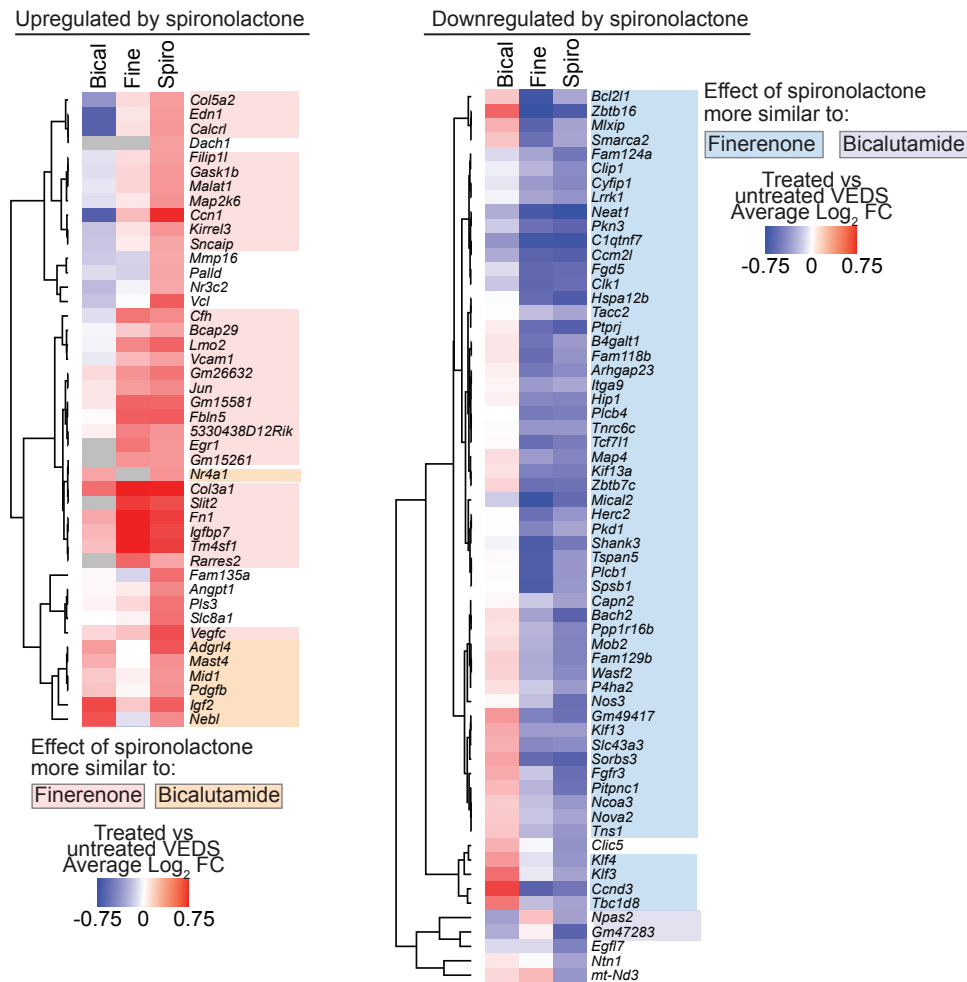

**B** Terms enriched among transcripts preferentially downregulated by spironolactone relative to either finerenone, bicalutamide, or both

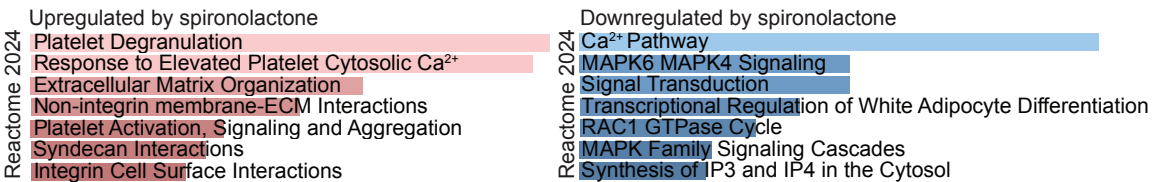

**Supplemental Figure 8. Transcripts and enrichment for transcripts preferentially modulated by spironolactone relative to finerenone, bicalutamide, or both in endothelial cells.**

(A) Hierarchical clustering and heatmap for transcripts preferentially modulated by spironolactone vs. finerenone, bicalutamide, or both in endothelial cells. Expression shown in spironolactone (Spiro)-, finerenone (Fine)-, and bicalutamide (Bical)-treated samples relative to untreated VEDS aorta. Red = upregulated; blue = downregulated. (B) Enriched terms for up- and downregulated transcripts from A (Enrichr). Shading inversely proportional to enrichment P-value.

**A** Transcripts preferentially downregulated by spironolactone relative to either finerenone, bicalutamide, or both in VSMCs

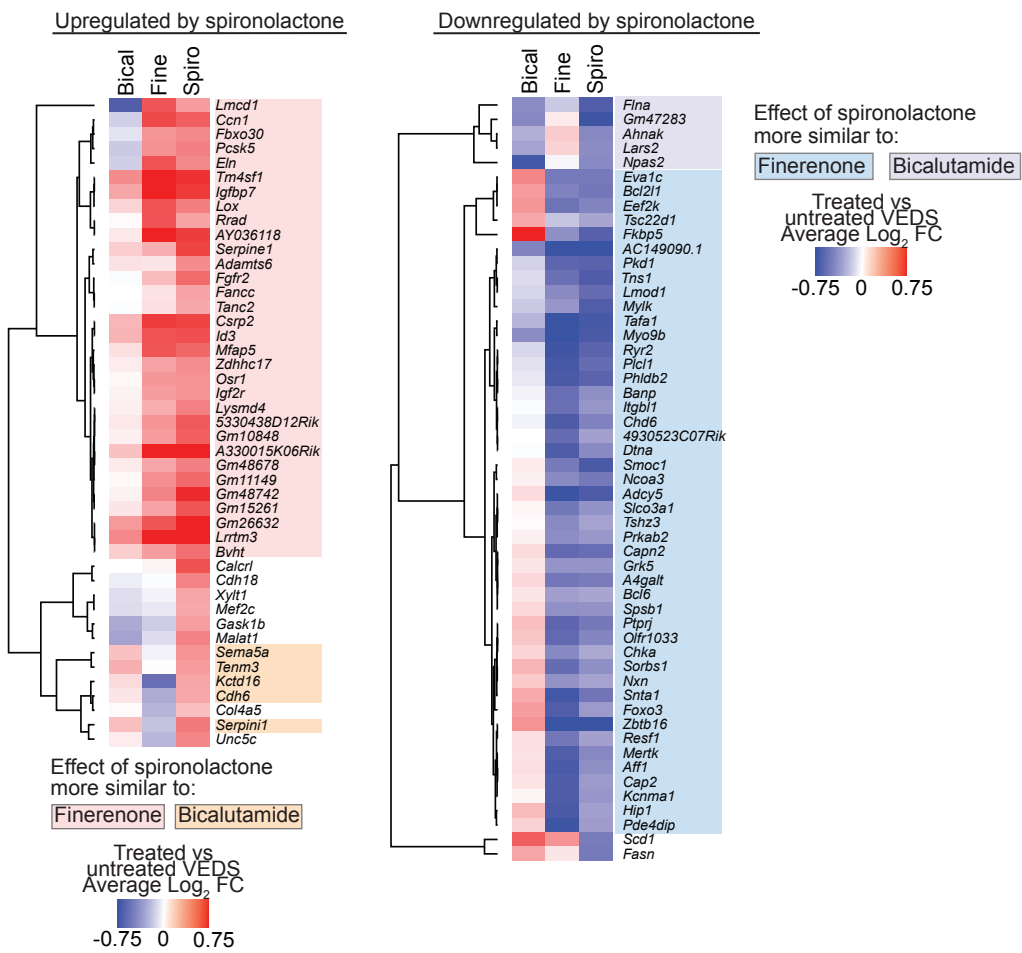

**B** Terms enriched among transcripts preferentially downregulated by spironolactone relative to either finerenone, bicalutamide, or both

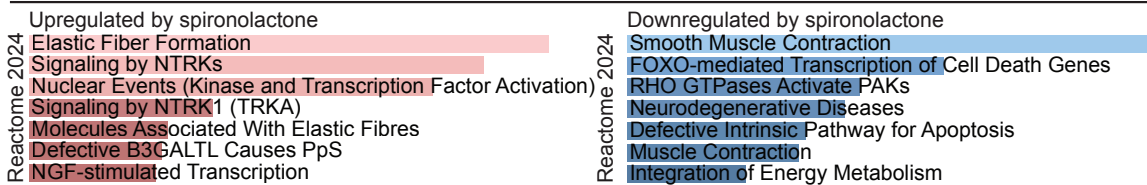

**Supplemental Figure 9. Transcripts and enrichment for transcripts preferentially modulated by spironolactone relative to finerenone, bicalutamide, or both in VSMCs.**

(A) Hierarchical clustering and heatmap for transcripts preferentially modulated by spironolactone vs. finerenone, bicalutamide, or both in VSMCs. Expression shown in spironolactone (Spiro)-, finerenone (Fine)-, and bicalutamide (Bical)-treated samples relative to untreated VEDS aorta. Red = upregulated; blue = downregulated. (B) Enriched terms for up- and downregulated transcripts from A (Enrichr). Shading inversely proportional to enrichment P-value.

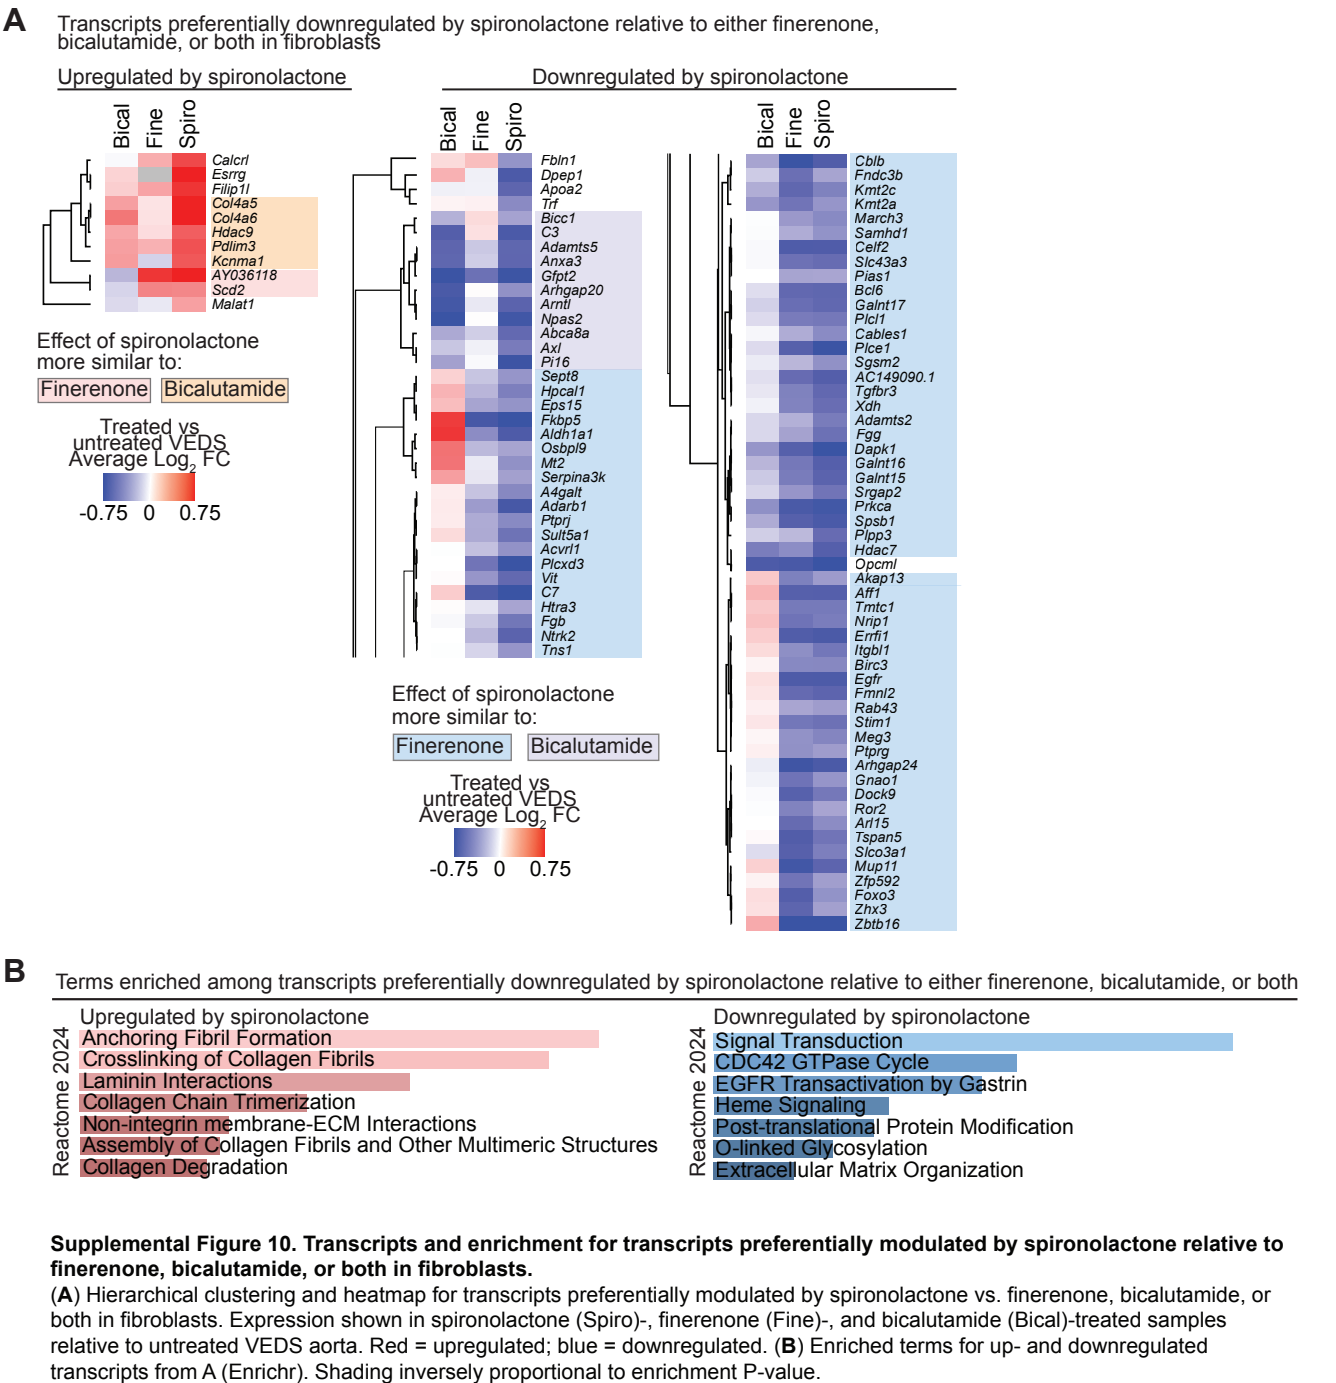

**A**

Transcriptional signatures for VSMC phenotypic subsets from Li et al, 2020

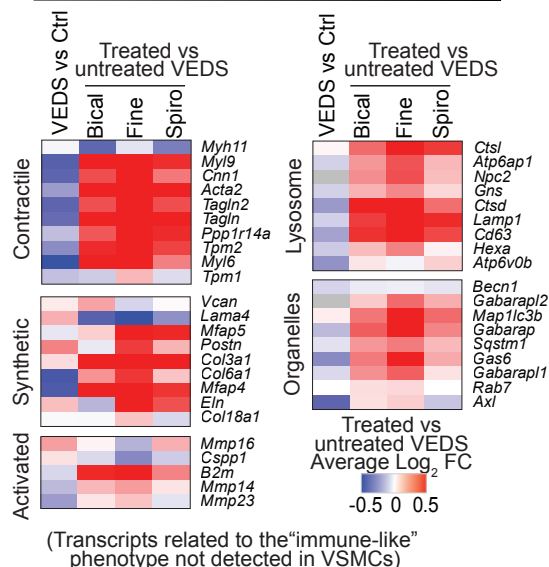**B**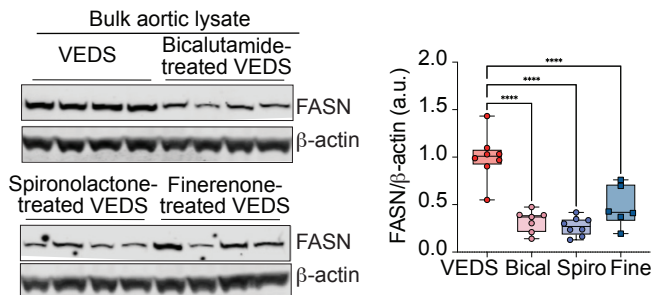

### Supplemental Figure 11.

#### AR/MR antagonism promotes a synthetic VSMC phenotype and reduces levels of fatty acid synthase (FASN).

(A) Heatmap of VSMC phenotypic modulation transcripts in aneurysmal aorta (Li et al, 2020). Expression in VSMCs from VEDS vs. control aorta, and spironolactone (Spiro)-, finerenone (Fine)-, and bicalutamide (Bical)-treated vs. untreated VEDS mice. Red = upregulated; blue = downregulated. (B) Representative immunoblot and quantification of aortic lysates from untreated male VEDS and male VEDS mice treated with bicalutamide (N = 7), spironolactone (N = 8), or finerenone (N = 6) from P21-P60, probed for FASN and  $\beta$ -actin. Signal is normalized to the average of untreated VEDS, and reference samples across immunoblots; P-value refers to one-way ANOVA with Šidák post-hoc test; \*\*\*\* =  $P \leq 0.0001$ . Each symbol represents an independent biological sample, the horizontal bar represents the median value, and whiskers represent the range from minimum to maximum values.

**A**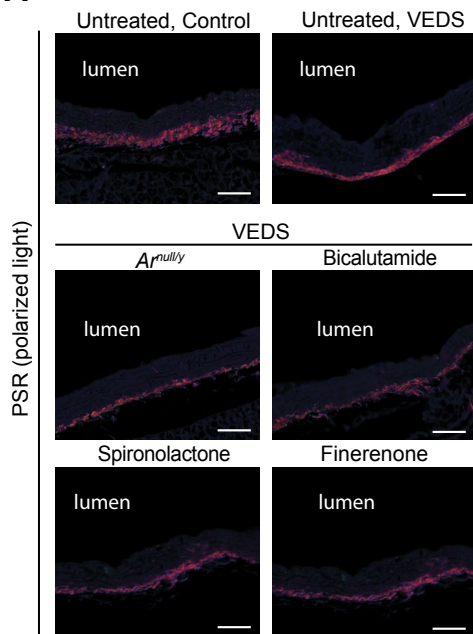**B**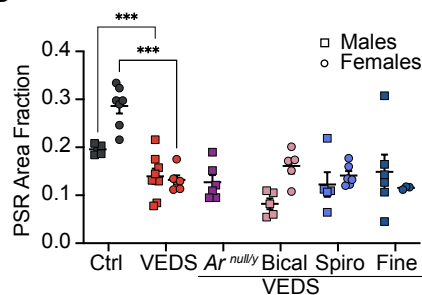

**Supplemental Figure 12. AR/MR inhibition does not associate with increased collagen deposition in the adventitial layer.**

(A) Representative picosirius red (PSR)-stained aortic sections from descending thoracic aorta by genotype and treatment. In polarized light, red represents collagen. Scale bar is 50  $\mu$ m. (B) Quantification of PSR signal in aortic sections from control (males, N = 5; females, N = 7), VEDS (males, N = 8; females, N = 6), VEDS *Ar<sup>null/y</sup>* (males N = 6), bicalutamide-treated VEDS (males, N = 5; females, N = 5), spironolactone-treated VEDS (males, N = 5; females, N = 6), and finerenone-treated VEDS (males, N = 6; females N = 3) mice. P-values refer to two-way ANOVA followed by Šidák's multiple comparisons post-hoc test comparing treatments to sex-matched VEDS samples; \*\*\* =  $P \leq 0.001$ . Each symbol represents an independent biological sample, the horizontal bar represents the median value, and the error bars represent the standard error of the mean.

**A**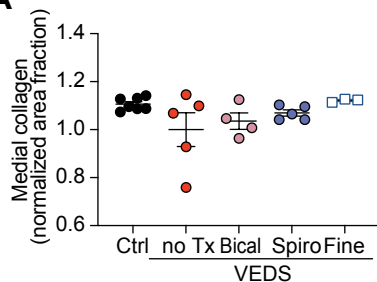**B**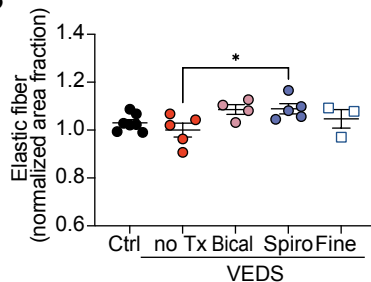**Supplemental Figure 13.****Effects of AR/MR antagonisms on medial collagen and elastin content in the aorta of female VEDS mice.**

Quantification of medial collagen (**A**) and elastic fiber content (**B**) in the descending thoracic aorta of female untreated control (N = 7) and VEDS (N = 5) mice, and bicalutamide (Bical)- (N = 4), spironolactone (Spiro)- (N = 6), and finerenone (Fine)- (N = 6) treated female VEDS mice. Data are normalized to the average of untreated VEDS samples. P-value refers to one-way ANOVA with Šidák post-hoc test; \* =  $P \leq 0.05$ . Each symbol represents an independent biological sample, the horizontal bar represents the median value, and the error bars represent the standard error of the mean.

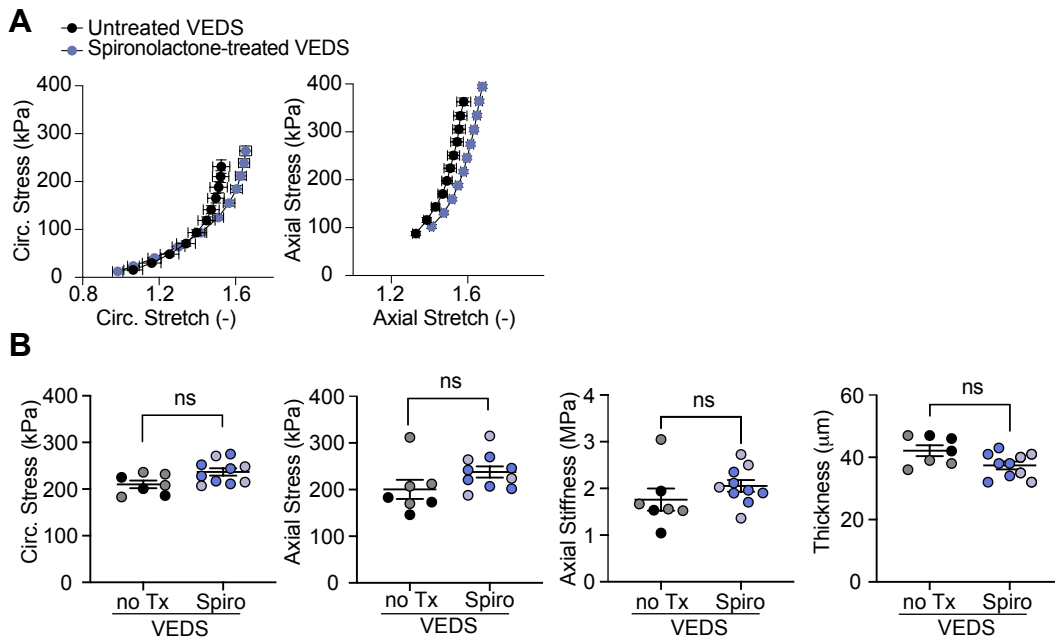

**Supplemental Figure 14.**

**Spironolactone treatment renders the descending thoracic aorta of VEDS mice more deformable.**

(A) Geometry-independent biaxial mechanical response of descending thoracic aortic tissues from VEDS mice treated with spironolactone from P21 to P60 (N = 10) or left untreated (N = 7). Spironolactone-treated aortas are more deformable in both the circumferential and axial directions across a broad, physiologically relevant stretch range, such that a greater stretch is required to achieve a given level of stress. (B) Aortic wall thickness, biaxial stress, and axial tissue stiffness under representative systolic pressure (120 mmHg) are not significantly affected by spironolactone treatment. Each symbol represents an individual biological replicate; lighter shading indicates female mice.

How the deposited data were processed for this re-analysis (not part of the article)

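Chromatin accessibility was measured by ATAC-seq in aortic nuclei of control and VEDS mice at P60, in 4 libraries (control female, control male, VEDS female and VEDS male), each made from tissue of 2 mice. The genotype and sex of each library come from the sample annotations, and the age from both these and the methods. The methods give n = 2 per genotype, which is the number of libraries analyzed here.

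The authors aligned the reads to mm10, removed duplicates by barcode, corrected the Tn5 cut sites, called narrow peaks with MACS2 and excluded blacklisted regions. The paper's text does not name the aligner, the threshold for a peak, or how libraries were merged into 1 set of peaks per genotype. In the deposited lists, each peak has a score, which is 10 times its −log10 q without the decimals. The fold enrichment, a ratio of the fragments at the summit to the local background of the same library, and the −log10 p and −log10 q are also the authors'. No value was compared between lists, although the same −log10 q thresholds were applied to lists of unequal depth. The number of fragments at a summit was recovered as the whole number that gives both the deposited fold enrichment (with a pseudocount of 1) and the deposited −log10 p under a Poisson distribution. In 500 simulated peaks this recovered 100% of the numbers. The medians of 6 to 22 fragments limit what the short lists can show, and a region without a peak in a library was not taken as closed.

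Peaks were annotated with GENCODE vM21 on GRCm38, the same build as mm10, in place of the UCSC knownGene table of the paper. A peak was given the category of highest priority in ChIPseeker's order, with promoters within 3 kb of a TSS. Peaks of a genotype were the union of its libraries with overlapping peaks merged. Overlap of at least 1 bp was counted and compared with 100 shuffles of the positions within each chromosome. Shares have 95% Wilson intervals, which cover counting error only. Libraries were compared by the Jaccard index of bases over the 504 peaks of highest −log10 q in each, since the shortest list has 504. Masked bases are those in lower case in the reference sequence.

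Motifs were searched as fixed consensus sequences for 8 families in 300-bp windows, with 10 GC-matched windows each. All 7-mers were ranked in the same windows by a z for the difference in shares. In simulated windows with AP-1 planted at the excess of the control female list, with 4 matched windows each, AP-1 was called in 100% of runs with 485 windows, and 1.43% of the families not planted were called. The planted 7-mer ranked first in 100% of runs. Genes of the paper's Supplemental Table 1 were matched by symbol, 96.4% of the 1101 listed from P30 to P60 and all 54 listed between VEDS and control at P60. Fisher's exact test was used for promoter peaks at upregulated against downregulated genes. In simulated lists of 1060 genes with no effect beyond expression, the median Fisher odds ratio was 2.11 and the Mantel-Haenszel odds ratio in 5 bins of mean count 1.05, so that the Fisher test also responds to expression.

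The genes named in the text were fixed by a rule in advance. The rule covers every gene that the paper names beside the ATAC-seq results, *Col3a1*, *Nr3c2*, *Xist* and chromosome Y as a check of sex, marker genes of VSMC, endothelial cells, fibroblasts, immune cells, adipocytes and striated muscle, and the 3 highest peaks of each library. A further item under the rule is not reported here. The alternatives fixed at the same time were stricter −log10 q thresholds of 5 and 10, equal list size, other definitions of overlap and of the distance to a TSS, protein-coding TSS only, other window lengths and consensus sequences, peaks farther than 3 kb from a TSS, bins of mean count, and leaving out each library. A filter on masked bases, finer bins of mean count and bins of promoter GC content were added after seeing the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9.

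The gapped k-mer support vector machines, the motif weights from gkmPWM and the GO enrichment near motif sites were not repeated, and the shortened sheets of motif sites and genes in the copy of Supplemental Table 1 used were not tested. The RNA-seq data of the paper were not analyzed here beyond the gene lists and mean counts printed in its table.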

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

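The tests of the sex labels by promoters of Y-linked genes and of peaks split or filtered by masked bases were chosen only after the results were seen, although chromosome Y as a check of sex was set in advance. The results taken up here went one way between VEDS and control in females and the opposite way in males. The share of peaks within 1 kb of a TSS, given beside them, was higher in VEDS in both sexes. In females this was only just so (50.8% against 49.8%), and the VEDS interval (46.4 to 55.1) covers the control value. At equal list size the share was lower in VEDS females (50.8% against 82.3%) and higher in VEDS males (81.2% against 23.0%). With at most 50% of the bases masked it was higher in VEDS females (68.8% against 51.4%) and lower in VEDS males (39.7% against 64.2%). With 1 library per sex and genotype, the difference between the sexes was not tested for any of these results.

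The log2 number of peaks was lower in VEDS than in control by the females' pair (−5.39) and higher by the males' pair (5.07). A swap of the sexes within a genotype is argued against by promoter peaks at 3 Y-linked genes in the VEDS male list and at none in either female list. In controls this rests on less, with 1 such gene (*Eif2s3y*) and 7 peaks in the single-copy part of chromosome Y in the control male list. Sequencing depth stays open for both short lists. As depth requires, 88.3% of the VEDS female peaks overlapped a VEDS male peak, and so did 93.5% of the control male peaks with at most 50% of their bases masked. Depth as the cause would also place these in the highest 10% of the VEDS male list. Of those with an overlap, 58.9% and 66.6% overlapped a peak there, more than the 10% of an even spread over the list. The limit for this share was set only after the results were seen, so that the share decides neither for nor against depth. Of the control male list as a whole 54.5% overlapped a VEDS male peak, which lies between the limits set for and against depth. The share was 37.8% among its peaks with over 50% of their bases masked, but peaks that only the short list has do not bear on the peaks it lacks. A batch stays open. The libraries fall into 2 runs by the numbers in their names, and at equal list size the lowest Jaccard index within a run (19.7%) was only just above the highest across runs (19.4%). The order was the same in the other settings, with 13.9% against 4.62% with all deposited peaks, 27.4% against 17.5% by the share of peaks with an overlap, 21.1% against 19.4% in peaks farther than 1 kb from a TSS and 22.2% against 20.6% in peaks within 1 kb. Each run holds 1 library of each genotype and of each sex, and also both long or both short lists. The run therefore coincides with the opposite directions in the sexes, and the 2 cannot be told apart. A difference between the sexes in the response to the genotype remains an untested explanation.

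The share of distal intergenic peaks was 11.4 percentage points higher in VEDS than in control females and 29.0 points lower in males (−29.0). The share of peaks with over 50% of their bases masked went the same ways, 23.5 points higher in females and lower in males (−63.7). Repeated sequence is a candidate explanation for the direction in both sexes. Among peaks with at most 50% of their bases masked, the distal intergenic share was 18.2% in control and 14.2% in VEDS females and 12.9% in control and 21.0% in VEDS males, so that the sexes still went opposite ways, with the directions exchanged. The share within 1 kb of a TSS was low in the control male list, and for this repeated sequence is a candidate explanation too, since under the same filter it was 64.2%, inside the range of the other lists (39.7% to 68.8%). The length of the list is argued against as the cause of the low share, since at equal list size 23.0% of control male peaks were within 1 kb of a TSS, still below the other libraries.

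The log2 ratios of consensus matches also moved in opposite directions. For VEDS minus control, they were −1.34 in females and 3.66 in males for AP-1, −0.80 and 0.95 for MEF2, −1.81 and 5.40 for CTCF, −0.61 and 0.83 for CRE, −1.03 and 2.17 for TEAD, −0.55 and 0.66 for SRF, and −0.35 and 0.33 for ZEB1. The best rank of AP-1 among the 7-mers was 2614 places lower on the list in VEDS than in control females and higher in males (−7989), and that of MEF2 76 places lower in females and higher in males (−14). The log2 odds ratio for promoter peaks at genes upregulated against downregulated from P30 to P60 differed by −1.38 in females and 2.1 in males. Each of these sets a long list against a short one, in opposite order in the sexes. At equal list size the AP-1 log2 ratio was higher in VEDS in both sexes (−0.39 in control and 0.29 in VEDS females, −1.87 in control and −0.12 in VEDS males). That setting also changes which peaks enter. The share within 1 kb of a TSS went from 49.8% to 82.3% in control female and from 38.1% to 81.2% in VEDS male. It can therefore not tell whether list length was behind the opposite directions for AP-1. For MEF2 equal list size did not remove the opposite directions. Its log2 ratio then went from −0.34 in control to 1.08 in VEDS females and from 0.86 to −2.0 in males, with the order of the sexes exchanged. The log2 odds ratio also kept opposite directions, from 0.063 to −0.51 in females and from −0.39 to −0.0045 in males. The repeats of the control male list enter the males' differences as well. With at most 50% of the bases masked, the MEF2 log2 ratio was higher in VEDS in both sexes (1.93 in control and 2.09 in VEDS females, 0 in control and 1.78 in VEDS males). A difference between the sexes stays open and was not tested.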

How the results depend on the processing

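The filter on masked bases, the 20 bins of mean count and the bins of promoter GC content were chosen only after the results were seen. All other alternatives were set before the data were examined. In all, 679 values were computed under alternatives. Of these, 491 kept their direction and stayed on the same side of the threshold or within the spread, 123 values moved without a test, 32 were weaker, 4 stronger and 29 reversed. For several values per genotype the spread is an SD between 2 libraries or between the sexes, which is wide. It was 26.4 percentage points for the share of control peaks that overlap a VEDS peak. The log2 ratio of the number of peaks is thus among the 491 at 5.07 without control female, against 0.92 in the main setting. Weaker means that a tested value no longer passed an adjusted p of 0.05, and stronger that it came to pass it, whatever the size of the value. One of the 29, the log2 ratio of the number of peaks at equal list size, is set by that alternative itself. The cause was not tested for any change below unless it is given. No value could be given where a group had no peak or no match left. This was so for the VEDS female list with a −log10 q of at least 10 for every motif except ZEB1, for CRE in control male with at least 10, and for CTCF in control male with at least 5 or 10, at equal list size and farther than 3 kb from a TSS, and in VEDS female with at least 5 and with 200-bp windows. NFI gave none in control male, none at equal list size in control female, VEDS male and merged control peaks, and none in VEDS female with a −log10 q of at least 5 or with the filter on masked bases. The odds ratio for genes changed from P30 to P60 had none in VEDS female with at least 5 or 10 and in control male with at least 10. For genes changed in VEDS it had none in the short lists, at equal list size, and in control female with at least 10.

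Leaving out a library shows that each genotype rests on its long list. Across the fits that each left out 1 library, control peaks ranged from 1236 (without control female) to 21176 and VEDS peaks from 504 (without VEDS male) to 41444. The log2 ratio of VEDS to control ranged from −5.44 (without VEDS male) to 5.07 (without control female). The share of control peaks that overlap a VEDS peak ranged from 2.1% (without VEDS male) to 95.1%, and was 57.7% without control female. The share of VEDS peaks that overlap a control peak ranged from 1.71% (without control female) to 92.7% (without VEDS male). Peaks within 1 kb of a TSS ranged from 22.3% (without control female) to 49.8% in control and from 38.1% to 50.8% (without VEDS male) in VEDS, and distal intergenic peaks from 19.3% to 51.5% (without control female) and from 22.5% to 30.8% (without VEDS male). In control, the log2 ratios of consensus matches ranged from −2.15 to 1.64 for AP-1, 0.78 to 1.88 for MEF2, −1.68 to 2.88 for CTCF, 1.87 to 3.06 for CRE, −1.16 to 1.09 for TEAD, 0.77 to 1.55 for SRF and −1.35 to −1.16 for ZEB1, the lowest in each case without control female. NFI was 1.5 without control male and gave no value without control female. In VEDS, they ranged from 0.29 to 1.51 for AP-1, 1.08 to 1.73 for MEF2, 1.07 to 3.72 for CTCF, 2.45 to 2.7 for CRE, 0.063 to 1.00 for TEAD, 1.00 to 1.43 for SRF and −1.51 to −1.02 for ZEB1, the lowest in each case without VEDS male, and from 1.23 to 3.32 for NFI, the highest without VEDS male. The best AP-1 rank ranged from 7 to 7990 (without control female) in control and from 1 to 2621 (without VEDS male) in VEDS, and the best MEF2 rank from 9 to 95 (without VEDS male) in VEDS.

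Equal list size takes only the 504 highest peaks of each library, so that fewer peaks enter. Peaks per genotype were 927 in control and 915 in VEDS, with a log2 ratio of −0.019. This setting fixes the number of peaks per library, so that these 3 values say nothing about the number of peaks. The share of control peaks with an overlap was 41.4%. Peaks within 1 kb of a TSS were 82.3% in control female, 81.2% in VEDS male and 66.8% in merged VEDS peaks, and distal intergenic peaks 12.5% in control female, 56.0% in control male and 12.7% in VEDS male. Log2 ratios reversed for AP-1 in control female (−0.39), VEDS male (−0.12) and merged control peaks (−0.96), for MEF2 in control female (−0.34) and VEDS male (−2.0), for TEAD in control female (−0.28), VEDS male (−0.57), merged control (−0.64) and merged VEDS peaks (−0.14), and for CRE in control male (−0.58). They were weaker for SRF in control female (1.04) and VEDS male (1.21) and for CTCF in VEDS male (1.74) and merged control peaks (1.45). In merged VEDS peaks they were weaker for AP-1 (0.20) and MEF2 (0.73). NFI in merged VEDS peaks is also counted as weaker, although its log2 ratio was larger than in the main setting (1.74 against 1.23). The best AP-1 rank was 5844 in control female, 4847 in VEDS male, 7014 in merged control and 3334 in merged VEDS peaks, and the best MEF2 rank 839 in control female, 13 in control male, 1889 in VEDS male and 340 in merged VEDS peaks. The log2 odds ratio for genes changed from P30 to P60 was weaker in control female (0.063) and reversed in VEDS male (−0.0045). In these libraries at most 3.08% of either group of genes had a peak at this setting, which has little power. Loci named for MEF2C or FOSL1:JUND had a match in 0 cases, in each genotype.

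With a −log10 q of at least 5, there were 432 peaks in control male and 128 in VEDS female. Peaks within 1 kb of a TSS were 56.5% in control female, 55.5% in VEDS female and 42.3% in VEDS male, and distal intergenic peaks 17.3% in control female, 54.9% in control male and 21.2% in VEDS male. The log2 ratio reversed for CRE in control male (−0.38) and TEAD in VEDS female (−1.0), and was weaker for NFI in control female (1.10), VEDS male (0.90) and merged control peaks (1.10). The best AP-1 rank was 12 in control female, 2 in VEDS male, 13 in merged control and 2 in merged VEDS peaks. The best MEF2 rank was 34 in control female, 13 in control male, 169 in VEDS female and 36 in merged control peaks. A MEF2 match remained at 1 of the MEF2C loci named in controls in control libraries.

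With a −log10 q of at least 10, there were 8878 peaks in control female, 158 in control male, 37 in VEDS female and 22639 in VEDS male, and 8965 and 22639 after merging in control and VEDS. Peaks within 1 kb of a TSS were 69.4%, 11.4%, 24.3% and 50.7% of the 4 lists and 68.8% and 50.7% of merged control and VEDS peaks. Distal intergenic peaks were 12.7%, 60.1%, 64.9% and 18.6% of the 4 lists. Log2 ratios were weaker for NFI in control female (1.10), VEDS male (0.54), merged control (1.10) and merged VEDS peaks (0.54). They were also weaker for MEF2 in control male (0.49) and for ZEB1 in VEDS female (−0.68). For SRF in control male the log2 ratio was larger than in the main setting (1.00 against 0.77). It no longer passed the threshold (adjusted p = 0.236, Fisher's exact test). Of the MEF2C loci named in controls, 0 had a match in control and 1 in VEDS libraries, and 1 of the FOSL1:JUND loci had one in control libraries. Depth may enter these counts, since a fixed threshold is easier to reach in the deeper VEDS male library.

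With at most 50% of the bases masked, peaks within 1 kb of a TSS were 51.4% in control female, 64.2% in control male, 68.8% in VEDS female and 39.7% in VEDS male, and distal intergenic peaks 18.2%, 12.9%, 14.2% and 21.0%. In control male, the log2 ratio was weaker for MEF2 (0) and TEAD (−0.68) and reversed for SRF (−1.35). In VEDS female, AP-1 was stronger (0.72). The best MEF2 rank was 805 in control male and the best AP-1 rank 1305 in VEDS female.

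In peaks farther than 3 kb from a TSS, CRE was weaker in control male (1.00) and VEDS female (0.51), and TEAD reversed in VEDS female (−0.11). The best AP-1 rank was 1 in control female and merged control peaks and 942 in VEDS female. The best MEF2 rank was 2 in control female and merged control peaks, 35 in control male, 37 in VEDS female, and 4 in VEDS male and merged VEDS peaks. With 200-bp windows, CRE was weaker in VEDS female (1.51), the best AP-1 rank was 4 in control female, and the best MEF2 rank was 51 in VEDS female and 15 in VEDS male and merged VEDS peaks.

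With the relaxed consensus, log2 ratios reversed for MEF2 in control male (−0.20) and, in VEDS female, for TEAD (−0.066), CTCF (−0.098) and NFI (−0.064). MEF2 was weaker in VEDS female (0.22) and TEAD in control male (−0.13). In VEDS female the SRF log2 ratio was smaller than in the main setting (0.86 against 1.00). It came to pass the threshold (adjusted p = 0.0011, Fisher's exact test). Of the MEF2C loci named in VEDS, 6 had a match in control and 6 in VEDS libraries. Against base-permuted consensus sequences, CTCF reversed in control male (3.32) and was stronger in VEDS female (3.32), AP-1 reversed in VEDS female (−0.051), TEAD was stronger in VEDS female (0.89) and weaker in control male (−0.095), CRE was weaker in control male (0.97), and NFI was weaker in merged control peaks (0.36).

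Among the other definitions, peaks found in both libraries were 506 in control and 426 in VEDS, which reversed the log2 ratio (−0.25). A reciprocal overlap of 50% lowered the share of control peaks with an overlap to 65.7%. With all deposited peaks, the mean Jaccard index was 3.11% for the same genotype and 3.13% for the same sex. Distance from the summit gave 49.1% in control female and 37.1% in VEDS male within 1 kb of a TSS. With protein-coding TSS only, these were 46.2% in control female, 18.9% in control male and 34.1% in VEDS male, and distal intergenic peaks 20.8% in control female and 24.4% in VEDS male. With peaks assigned by nearest TSS at any distance, the log2 odds ratio for genes changed from P30 to P60 reversed in control male (0.33) and VEDS female (0.43), neither of which passed the threshold. Within 5 bins of mean count it was weaker in control female (0.27) and VEDS male (0.62), and within 20 bins 0.38 and 0.75. With peaks within 50 kb of a TSS, 4 of the MEF2C loci named in VEDS had a match in VEDS libraries.

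The few fragments at a summit limit what the short lists can show. With medians of 7 and 6 fragments at a summit in the control male and VEDS female libraries, a missing peak there is not evidence of closed chromatin. No paired analysis was possible because the libraries form only 2 pairs by sex, too few for a paired test. The differences within each pair are given without a test, and the values compared between genotypes come from no test.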

Differences from the paper's values

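None of the values in this part comes from an alternative or a test chosen after the result was seen.

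The merged VEDS libraries held 41496 peaks, against the paper's 19306. With a −log10 q of at least 10 there were 22639, which is within 1.5 times the paper's number, but the same setting left 8965 control peaks against the paper's 23507, while the main setting gave 21861. None of the other alternatives set before the data were examined came within 1.5 times the paper's number for VEDS. They gave 33215 with a −log10 q of at least 5, 915 at equal list size (which fixes the number of peaks per library), 41948 as the sum of the lines, 426 found in both libraries, 41444 without the VEDS female library and 504 without the VEDS male library. The SD between the libraries, used below for the 5′ UTR, was not used for the number of peaks. It was 28949 for VEDS, larger than the paper's number itself. By that SD, 41496 and 33215 would not be apart from the paper's number.

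First exons held 0.0274% of control and 0.0506% of VEDS peaks, against the paper's values of about 1.3% and about 1.4% in Supplemental Figure 2A, read by eye. With protein-coding TSS only, the shares were 1.79% and 1.97%, within 1.5 times the paper's. They stayed apart with a −log10 q of at least 5 or 10, at equal list size, with the distance from the summit, and without either library of the genotype. The 5′ UTR held 0.0549% of control and 0.0795% of VEDS peaks, against the paper's values of about 0.13% and about 0.14% in Supplemental Figure 2A, read by eye. For VEDS, protein-coding TSS only gave 0.0916%, which is apart from the paper's value by less than the SD between the VEDS libraries, but for control it gave 0.0640% and none of the alternatives set before the data were examined closed the gap. The other alternatives did not close it for VEDS.

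The paper ranks MEF2C and AP-1 motifs as the most enriched in accessible regions. By log2 ratio of consensus matches, CTCF (2.88 in the control female and 3.72 in the VEDS male library) and CRE (3.06 and 2.7) were above AP-1 (1.64 and 1.51) and MEF2 (1.88 and 1.73). This ratio is not the paper's gkmPWM measure, and the place of CTCF depended on the consensus. With the relaxed consensus, CTCF in the control female library (1.10) was below AP-1 (1.32) and MEF2 (1.21). CRE stayed above them there (2.81). Among 7-mers, GC-rich sequences and ACTTCCG were above AP-1 in the control female library, where AP-1 ranked at 7. By 7-mers in peaks farther than 3 kb from a TSS, AP-1 ranked at 1 in both long lists. MEF2 ranked at 2 in the control female library, so that this setting comes to the paper's ranking there. In the VEDS male library MEF2 ranked at 4, after CTTGGCA and CTGCCAA at ranks 2 and 3.

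The paper lists *Arhgap6* among the MEF2C loci of VEDS and *Jag1* among those of controls, while the MEF2 consensus was found at *Arhgap6* in the control female library and at *Jag1* in the VEDS male library alone. The *Jag1* peak lies 82380 bp from the TSS. The counts depend on how peaks are assigned. With peaks within 50 kb of a TSS, 3 of the 9 VEDS loci had a match in control and 4 in VEDS libraries, against 3 and 2 in the main setting. The control loci kept 2 and 3.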

Other observations

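The tests of expression for the genes changed in VEDS and for the control female list alone, and those within bins of promoter GC content, were chosen only after the results were seen.

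Genes that the paper lists as changed between VEDS and control aorta at P60 by bulk RNA-seq of males (31 upregulated and 23 downregulated) differed in their promoter peaks in both long lists. In the control female library, 16.1% of upregulated and 87.0% of downregulated genes had a peak within 3 kb of a TSS, a log2 odds ratio of −5.12 (adjusted p = 8.8e-07, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 4 libraries). In the VEDS male library the shares were 51.6% and 95.7% (log2 odds ratio −4.37; adjusted p = 0.00121, Fisher's exact test). The short lists gave no odds ratio. The direction was the same in the control and the VEDS library, and across the alternatives that gave a value the adjusted p ran from 1.09e-06 to 0.00309 and from 9.96e-06 to 0.0235. Expression level is argued against as the whole cause, since within 5 bins of mean count the odds ratio was 0.0373 in the control female and 0.0472 in the VEDS male library (95% interval 0.00369 to 0.605). GC content of the promoters is argued against in the same way. Upregulated genes had a lower median GC content (51.7% against 59%), yet within 3 bins of GC content the odds ratio was 0.0465 in the control female and 0.0857 in the VEDS male library (0.00992 to 0.741). The genes were chosen by the paper for a difference between genotypes, and no biological explanation was tested.

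Promoter peaks were more frequent at genes upregulated than at genes downregulated from P30 to P60 in both long lists. Expression level may account for this in the control female list, where the odds ratio of 1.82 went to 1.203 (0.898 to 1.61) within 5 bins of mean count. In the VEDS male list it was 1.53 (1.02 to 2.31) within the bins, with an adjusted p of 0.172, so that expression level and the direction of change with age cannot be told apart there. The interval excludes 1, but the adjusted p does not pass the threshold. GC content of the promoters is argued against, since the lower of the odds ratios within bins of GC content was 1.83, in the control female list. The medians of GC content were 58.85% and 58.8%. Age stays open as an explanation and was not tested, since the peaks were measured at P60 only.

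The VEDS male list held 21722 peaks without an overlapping control female peak, more than the 19722 with one. Sequencing depth may account for them, since the share with an overlap was 7.52% in the lowest of 5 groups by rank of the VEDS male list. Of the peaks without an overlap, 5694 had a −log10 q of at least 10, and a difference between genotypes or sexes at these stays open and was not tested. AP-1 matches were in 11.6% of windows of the peaks without an overlap and 11.7% of those with one, and MEF2 matches in 6.00% and 5.57%, differences that were not tested. Of the peaks without an overlap, 25.6% were within 1 kb of a TSS, against 51.8% of those with one. The control female list held 1050 peaks without an overlap in the longer VEDS male list, of which 11 had a −log10 q of at least 10. On chromosome X were 5.14% of these 1050 peaks, against 2.01% of the other control female peaks, and 12.3% against 3.70% had over 50% of their bases masked.

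The 2 peaks of highest −log10 q were in the same regions in the 4 lists. The methods state that blacklisted regions were excluded. The blacklist was not used here, so that whether these regions are in it was not checked. They lay on chromosome 2 (98666250 to 98667321 in the control female list, 81.5% of bases masked) and on chromosome 14 (19415720 to 19419358, 84.0% masked), at the predicted genes *Gm10800* and *Gm21738*. The peak at rank 3 lay on chromosome 12 in the control female (3109871 to 3110105) and VEDS male lists and on chromosome 9 in the control male (35305222 to 35305591) and VEDS female lists.

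*Nr3c2* had 1 peak in each long list, at its promoter (chromosome 8, 76902020 to 76902334 in the control female and 76901966 to 76902449 in the VEDS male library). *Col3a1* had 3 peaks in the VEDS male list and none in the control female. The VSMC markers *Myh11*, *Acta2*, *Tagln*, *Cnn1* and *Lmod1* had peaks in both long lists. So did *Pecam1*, *Vwf*, *Pdgfra* and *Actn2*. *Cdh5*, *Adipoq*, *Plin1* and *Ckm* had peaks in the VEDS male list and not in the control female. *Lum*, *Dcn*, *Ptprc*, *Cd68*, *Ucp1* and *Myh6* had none in either. A missing peak can reflect depth as well as closed chromatin, and no cell type was inferred from these genes.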
